# System‐level analyses of keystone genes required for mammalian tooth development

**DOI:** 10.1002/jez.b.23009

**Published:** 2020-10-31

**Authors:** Outi Hallikas, Rishi Das Roy, Mona M. Christensen, Elodie Renvoisé, Ana‐Marija Sulic, Jukka Jernvall

**Keywords:** essential genes, keystone genes, single‐cell RNAseq, tooth development, transcriptomes, transcript abundance

## Abstract

When a null mutation of a gene causes a complete developmental arrest, the gene is typically considered essential for life. Yet, in most cases, null mutations have more subtle effects on the phenotype. Here we used the phenotypic severity of mutations as a tool to examine system‐level dynamics of gene expression. We classify genes required for the normal development of the mouse molar into different categories that range from essential to subtle modification of the phenotype. Collectively, we call these the developmental keystone genes. Transcriptome profiling using microarray and RNAseq analyses of patterning stage mouse molars show highly elevated expression levels for genes essential for the progression of tooth development, a result reminiscent of essential genes in single‐cell organisms. Elevated expression levels of progression genes were also detected in developing rat molars, suggesting evolutionary conservation of this system‐level dynamics. Single‐cell RNAseq analyses of developing mouse molars reveal that even though the size of the expression domain, measured in the number of cells, is the main driver of organ‐level expression, progression genes show high cell‐level transcript abundances. Progression genes are also upregulated within their pathways, which themselves are highly expressed. In contrast, a high proportion of the genes required for normal tooth patterning are secreted ligands that are expressed in fewer cells than their receptors and intracellular components. Overall, even though expression patterns of individual genes can be highly different, conserved system‐level principles of gene expression can be detected using phenotypically defined gene categories.

## Research Highlights

- The phenotypic severity of mutations on mouse teeth is used to classify genes.
- Genes essential for the progression of odontogenesis are highly expressed at the organ and cell level.
- Many of the genes required for normal patterning are locally expressed ligands.

## 1 INTRODUCTION

Much of the functional evidence for the roles of developmental genes comes from natural mutants or experiments in which the activity of a gene is altered. Most often these experiments involve deactivation, or a null mutation where the production of a specific gene product is prevented altogether. In the cases where development of an organism is arrested, the specific gene is considered to be absolutely required or essential for development (Amsterdam et al., 2004; Dickinson et al., 2016). Through a large number of experiments in different organisms, an increasingly nuanced view of developmental regulation has emerged showing that some genes appear to be absolutely required, whereas others may cause milder effects on the phenotype (Bogue et al., 2018; Brown et al., 2018). Yet, there are a large number of genes that, despite being dynamically regulated during individual organ development, have no detectable phenotypic effect when null mutated.

Within the framework of distinct phenotypic outcomes of gene deactivation it can be argued that there is a gradation from developmentally “more essential” to “less essential” genes. Collectively, these can be considered to be analogous to the keystone species concept used in ecology (Paine, 1969; Terborgh, 1986). These genes, which can be called “developmental keystone genes,” are not necessarily essential for development. Rather, compared to all the genes, developmental keystone genes exert a disproportional effect on the phenotype.

As large‐scale analyses of transcriptomes produce expression profiles for individual organs at the organ and single‐cell level, it is now possible to address whether there might be any system‐level differences between the regulation of essential and other keystone genes during organogenesis. Here we address such differences using the mammalian tooth. Especially the development of the mouse molar is well characterized, with over 70 genes that are known to be individually required for normal tooth development (Bei, 2009; Harjunmaa et al., 2012; Nieminen, 2009). The dynamic expression patterns and detailed effects of null mutations of these genes are also exceedingly well characterized, ranging from a complete developmental arrest to relatively mild modifications of morphology, or defects in the mineralized hard tissues (Harjunmaa et al., 2012; Nieminen et al., 1998; Nieminen, 2009).

Our principal focus is on a critical step in tooth development, namely the formation of the cap stage tooth germ (Figure 1). At this stage the patterning of tooth crown begins, and the effects of experimental modifications in several signaling pathways first manifest themselves around this time of development (Jernvall & Thesleff, 2012). To develop a classification approach for the studied genes, we divide them into different categories based on our analysis of published in vivo experiments. Specifically, our classification criteria are based on the phenotypes of the mice where each gene is knocked out. Operationally, our classification applies only to our organ of interest even though classification following the same logic could be done for any organ. This single organ focus also means that genes that have no effect in one organ may be critical for the development of another organ.

**Figure 1:**
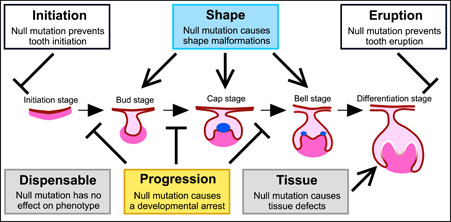
Keystone gene categories of tooth development. Mouse molar development progresses from initiation and patterning to formation of the hard tissues and eruption. These steps are mediated by reciprocal signaling between epithelium (pink) and mesenchyme (magenta). A central step in the patterning is the formation of the epithelial signaling center, the primary enamel knot (blue oval inside the cap stage tooth). Several genes are known to be required for the developmental progression and regulation of the shape around the time of cap stage, and here we focused mainly on transcriptomes in the bud, and cap stage molars. Expression of progression and shape category genes were compared to tissue and dispensable genes, as also to other developmental process genes. Fewer initiation and eruption category genes are known, and they were excluded from the analyses. For listing of the genes, see Appendix S1 and Table S1 [Color figure can be viewed at wileyonlinelibrary.com]

The first gene category is the progression category containing essential genes that cause a developmental arrest of the tooth when null mutated (Figure 1; genes with references in Appendix S1). The second set of genes belongs to the shape category and they alter the morphology of the tooth when null mutated. Unlike the null‐mutations of progression genes, many shape gene mutations cause subtle modifications of teeth that remain functional (Morita et al., 2020, in press), hence these genes are not strictly essential for tooth development. The third category is the tissue category and null mutations in these genes cause defects in the tooth hard tissues, enamel and dentine. Both the progression and shape categories include genes that are required for normal cap‐stage formation. In contrast, the tissue category is principally related to the formation of extracellular matrix and these genes are known to be needed much later in the development (Nieminen at al., 1998). Because there is more than a 5‐day delay from the cap‐stage to matrix secretion in the mouse molar, here we considered the tissue category as a control for the first two categories.

Additionally, we compiled a second control set of developmental genes that, while expressed during tooth development, are reported to lack phenotypic effects when null mutated (Table S1). This dispensable category is defined purely within our operational framework of identifiable phenotypic effects and we do not imply that these genes are necessarily unimportant even within the context of tooth development. Many genes function in concert and the effects of their deletion only manifest when mutated in combinations (also known as synthetic mutations). Some dispensable genes may function in combinations even though no such evidence exists as yet. We identified five such redundant pairs of paralogous genes and a single gene whose null phenotype surfaces in heterozygous background of its paralogue. Altogether these 11 genes were tabulated separately as a double category. In the progression, shape, tissue, and dispensable categories we tabulated 15, 28, 27, and 100 genes respectively (Figure 1, Appendix S1, and Table S1). While still limited, these genes should represent a robust classification of validated experimental effects. We note that these groupings do not exclude the possibility that a progression gene, for example, can also be required for normal hard tissue formation. Therefore, the keystone gene categories can be considered to reflect the temporal order in which they are first required during odontogenesis. Moreover, many of the 100 dispensable category genes could belong to the double category, but finding them would require testing close to 5000 double‐mutant combinations.

In addition to the categories studied here, there are genes required for the initiation of tooth development, of which many are also potentially involved in tooth renewal. Because the phenotypic effect of these initiation genes on tooth development precedes the visible morphogenesis, and the phenotype might include complete lack of cells of the odontogenic lineage, we excluded these genes from our analyses. Similarly, we excluded genes preventing tooth eruption with no specific effect on the tooth itself (Appendix S1). To examine our gene categories in the context of whole transcriptomes, we compared the expression levels with all the developmental‐process genes (GO:0032502; Ashburner et al., 2000), as also with all the other protein coding genes.

To obtain a robust readout of system‐level expression patterns, we performed microarray, bulk RNAseq, and single‐cell RNAseq analyses of developing mouse molars. We examined the keystone gene categories at the levels of the whole organ, cells, and signaling pathways. For a comparative test, we also examined bulk RNAseq of the keystone genes in developing rat molars. The analyses revealed systematic differences in the expression of the different keystone gene categories, suggesting distinct, high‐level properties of developmental regulation.

## 2 MATERIALS AND METHODS

### 2.1 Gene classification details

Because many developmental genes function in multiple organs and stages during development, full mutants of several genes are lethal before tooth development even begins. Therefore, when available, we also used information on the tooth phenotypes of conditional mutant mice. The effect of conditional mutants can be milder and in our data we have four shape genes that could potentially be in the progression category (Appendix S1). For the analyses of pathways, we created a manually curated list of genes in the six key pathways (Wnt, Tgfβ, Fgf, Hh, Eda, Notch) and allocated the genes into these pathways where appropriate. Genes were also classified as “ligand” (signal), “receptor,” “intracellular molecule,” “transcription factor,” or “other.” Because these kinds of classifications are not always trivial as some biological molecules have multiple functions in the cell, we used the inferred primary role in teeth. The developmental‐process genes with GO term “GO:0032502” were obtained from R package “org.Mm.eg.db” (Carlson, 2019). Only curated RefSeq genes were used in the study. The classification of mouse genes was transferred to one‐to‐one orthologs of rat genome. The data of orthologs were downloaded from Ensembl server using R package “biomart” (Durinck et al., 2005). We note that whereas the keystone gene terminology has also been considered within the context of their effects on ecosystems (Skovmand et al., 2018), here we limit the explanatory level to a specific organ system.

### 2.2 Ethics statement

All mouse and rat studies were approved and carried out in accordance with the guidelines of the Finnish national animal experimentation board under licenses KEK16‐021, ESAVI/2984/04.10.07/2014, and ESAV/2363/04.10.07/2017.

### 2.3 Dissection of teeth

Wild type tooth germs were dissected from mouse embryonic stages corresponding to E13, E14, and E16 molars. For bulk and single‐cell RNAseq we used C57BL/6JOlaHsd mice, and for microarray we used NMRI mice. The wild type rat tooth germs were dissected from DA/HanRj rat embryonic stages E15 and E17, which correspond morphologically to E13 and E14 mouse molars (mouse and rat molars are relatively similar in shape). Minimal amount of surrounding tissue was left around the tooth germ, at the same time making sure that the tooth was not damaged in the process. The tissue was immediately stored in RNAlater (Qiagen GmbH) in −80°C for RNAseq or in TRI Reagent (Merck) in −80°C for microarray. For microarray, a few tooth germs were pooled for each sample and five biological replicas were made. For RNAseq, each tooth was handled individually. Seven biological replicates were made for mouse and five biological replicates for rat. Numbers of left and right teeth were balanced.

### 2.4 RNA extraction

The tooth germ was homogenized into TRI Reagent (Merck) using Precellys 24‐homogenizer (Bertin Instruments). The RNA was extracted by guanidium thiocyanate‐phenol‐chloroform method and then further purified by RNeasy Plus micro kit (Qiagen GmbH) according to manufacturer's instructions. The RNA quality was assessed for some samples with 2100 Bioanalyzer (Agilent) and all the RNA integrity number values were above 9. The purity of RNA was analysed by Nanodrop microvolume spectrophotometer (Thermo Fisher Scientific). RNA concentration was measured by Qubit 3.0 Fluorometer (Thermo Fisher Scientific). The complementary DNA (cDNA) libraries were prepared with Ovation Mouse RNAseq System or Ovation Rat RNAseq System (Tecan).

### 2.5 Bulk RNA expression analysis

Gene expression levels were measured both in microarray (Affymetrix Mouse Exon Array 1.0, GPL6096) and RNAseq (platforms GPL19057, Illumina NextSeq 500). The mouse microarray gene signals were normalized with aroma.affymetrix (Bengtsson et al., 2008) package using Brainarray custom CDF (Version 23, released on August 12, 2019; Dai et al., 2005). The RNAseq reads (84 bp) of mouse and rat were evaluated and bad reads are filtered out using FastQC (Andrews et al., 2012), AfterQC (Chen et al., 2017), and Trimmomatic (Bolger et al., 2014). This resulted on average 63 million reads per mouse sample and 45 million reads per rat sample. 

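The depth behind the RNAseq values of the mouse is the number of reads counted on genes, which averaged 23645905 per library over the 21 libraries of E13, E14, and E16. Protein-coding genes received between 74.1% and 91.2% of the counts of a library, and long intergenic noncoding RNA genes between 5.35% and 17.0%.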

Good reads for mouse and rat were aligned with STAR (Dobin et al., 2013) to GRCm38 (mm10/Ensembl release 90) and Rnor_6.0 (Ensembl release 101), respectively. Counts for each gene were performed by HTSeq (Anders et al., 2015) tool. 

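A second deposited table holds counts per gene estimated by salmon, a program that assigns reads to transcripts. This table covers 14185 genes, the 7 E13 and 7 E16 teeth, and 6 teeth of E15, and the paper's text does not describe it. For the 14170 genes present in both tables, the mean count over the 14 shared teeth was within 2-fold between the tables for 93.3% of the genes. Of the protein-coding genes in the table of HTSeq counts, 7681 are not listed in the salmon table, and 1101 of these had a mean of at least 100 HTSeq counts, so the HTSeq counts were used for all the comparisons of E13, E14, and E16.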

Results are shown without normalization of gene expression based on gene length as it does not change the pattern of results. 

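To measure the effect of gene length, the normalized counts of each gene were divided by the length of its exons in the annotation, and the category comparisons were repeated. With this division, the difference between the medians of the progression and tissue categories was 2.57, 2.66, and 2.11 on the log2 scale at E13, E14, and E16, and each of the 9 progression comparisons with the tissue, dispensable, and other genes had an adjusted p below the threshold of 0.05 (permutation tests, one-sided, Benjamini-Hochberg adjustment). For the shape category, 5 of 9 comparisons were below the threshold with the division, and 3 of 9 without it. The shape comparisons that changed were those with the tissue genes at E14, where the difference was 1.36 (permutation test, adjusted p = 0.0363, with a range of 0.0112 to 0.697 over the alternatives computed for this comparison), and with the dispensable genes at E14, where it was 1.14 (adjusted p = 0.0485, range 0.0412 to 0.606). For the double category, 7 of 9 comparisons were below the threshold with the division, and 3 of 9 without it.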

On average 85% of reads were uniquely mapped to the genome.

### 2.6 Single‐cell RNA sequencing

Single cell RNA sequencing was performed on mouse E14 cap stage tooth cells. The teeth were dissected as described above. Each tooth was processed individually in the single‐cell dissociation. In total four teeth were analyzed. Each tooth germ was treated with 0.1 mg/ml liberase (Roche) in Dulbecco's solution for 15 min at 28°C in shaking at 300 rpm followed by gentle pipetting to detach the mesenchymal cells. Then the tissue preparation was treated with TrypLE Select (Life Technologies) for 15 min at 28°C in shaking at 300 rpm followed by gentle pipetting to detach the epithelial cells. The cells were washed once in phosphate‐buffered saline (PBS) with 0.04% bovine serum albumin (BSA). The cells were resuspended in 50 µl PBS with 0.04% BSA. We used the Chromium single cell 3' library & gel bead Kit v3 (10x Genomics). In short, all samples and reagents were prepared and loaded into the chip. Then, Chromium controller was used for droplet generation. Reverse transcription was conducted in the droplets. cDNA was recovered through emulsification and bead purification. Preamplified cDNA was further subjected to library preparation. Libraries were sequenced on an Illumina Novaseq 6000 (Illumina). All the sequencing data are available in GEO under the accession number GSE142201.

### 2.7 Data analysis

For scRNAseq, 10x Genomics Cell Ranger v3.0.1 pipelines were used for data processing and analysis. The “cellranger mkfastq” was used to produce fastq files and “cellranger count” to perform alignment, filtering and UMI counting. Alignment was done against mouse genome GRCm38/mm10. The resultant individual count data were finally aggregated with “cellranger aggr.” Further, the filtered aggregated feature‐barcode matrix was checked for quality and normalization using R package Seurat (Stuart et al., 2019). Only cells with ≥20 genes and genes expressed in at least three cells were considered for all the downstream analysis. For a robust set of cells for the expression level calculations, we limited the analyses to 30,930 cells that had transcripts from 3000 to 9000 genes (7000–180,000 unique molecular identifiers) with <10% of the transcripts being mitochondrial. For comparison with bulk RNAseq data, single‐cell data was normalized with DeSeq2 (Love et al., 2014) together with the corresponding bulk RNAseq samples, and median expression levels were plotted. The average cell‐level expression of a gene *X* was calculated as

$$X=\frac{\sum_{k=1}^{n}{\mathrm{NX}}_{k}}{\sum \left[{\mathrm{NX}}_{k}>1\right]},$$

where *NX*_*k*_ is normalized expression of gene *X* in cell *k* and the denominator is the count of cells with nonzero reads. All statistical tests were performed using R package “rcompanion” (Mangiafico, 2019) and custom R scripts.

### 2.8 Data availability statement

Gene category tabulations are available in article supporting information and transcriptomes are openly available in GEO at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi, reference number GSE142201.

## 3 RESULTS

### 3.1 Especially progression genes show elevated expression at the onset of tooth patterning

For a robust readout of gene expression profiles, we first obtained gene expression levels using both microarray and RNAseq techniques from E13 (bud stage) and E14 (cap stage) mouse molars (Section 2). From dissected tooth germs we obtained five microarray and seven RNAseq replicates for both developmental stages. 

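Each RNAseq library is a single molar tooth germ. The 7 teeth are from 7 embryos at E13, from 6 embryos at E14, and from 5 embryos at E16, the bell stage for which 7 teeth were also sequenced. There are 4 left and 3 right teeth at E13, 2 left and 5 right teeth at E14, and 4 left and 3 right teeth at E16. The sample labels give the stages as E13.5, E14.5, and E16.5 where the paper writes E13, E14, and E16, and the names of the paper are used here. The authors filtered the reads, aligned them to the GRCm38 mouse genome, and deposited the number of reads counted on each of 52636 Ensembl genes, without normalization. The counts per tooth ranged from 19187478 to 24109057 at E13 with a median of 22833213, from 23210069 to 25711785 at E14 with a median of 24478310, and from 17814073 to 27115729 at E16 with a median of 25598732. Any pair of teeth of a stage differed by more than the sampling noise, with a chi-square per degree of freedom of at least 6.87, so that no pair appeared to be a single library. The left and right teeth of 1 embryo at E14 and of 2 embryos at E16 were counted as separate replicates although they share an embryo, and averages over embryos are among the alternatives.

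For the category comparisons, the counts were divided by DESeq2 size factors estimated over the 21 libraries, which ranged from 0.805 to 1.18, and expressed as log2(normalized count + 1) with no filter on low counts. The level of a gene at a stage is its median over the 7 teeth, and the level of a category is the median over its genes. Categories were compared with a one-sided permutation test of the difference between their medians, using 100000 permutations of genes between the categories, and the p values were adjusted with the Benjamini-Hochberg method over the 27 comparisons of the progression, shape, and double categories with the tissue, dispensable, and other protein-coding genes at the 3 stages. The smallest p these permutations can give is 1e-05. These tests treat genes as the units, and therefore the difference between the category medians was also computed within each tooth and is given as the mean and SD over the teeth. The tests take the developmental-process genes as part of the other protein-coding genes, because the list of developmental-process genes is not used here. The normalization, the log scale, the use of medians, the absence of a filter, and the choice of other genes can each change these values.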

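At E13, the 15 progression category genes had a median expression of 12.25 on the log2 scale, compared to 9.37 for the 27 tissue category genes, 9.01 for the 100 dispensable category genes, and 7.09 for the 21632 other protein-coding genes. The progression median was 2.89 above the tissue median (permutation test, p = 0.00062, adjusted p = 0.00167), 3.25 above the dispensable median (permutation test, p = 0.00047, adjusted p = 0.00141), and 5.17 above the median of the other genes (permutation test, p = 1e-05, the smallest the permutations can give, adjusted p = 9e-05). Within single teeth, the difference was 2.82 ± 0.226 (SD, n = 7 teeth) to the tissue genes, 3.12 ± 0.161 to the dispensable genes, and 5.14 ± 0.0564 to the other genes, and all 3 differences were above 0 in 7 of 7 teeth. The progression gene with the highest level was Ctnnb1 (ENSMUSG00000006932, chromosome 9, 120929216 to 120960507 on GRCm38), with 22641 ± 681 normalized counts (SD, n = 7). The one with the lowest level was Shh (ENSMUSG00000002633, chromosome 5, 28456815 to 28467256), with 99.5 ± 63.9 normalized counts. Both genes overlap other genes in the annotation, Ctnnb1 among others Ulk4 and Shh the noncoding 9530036O11Rik and Gm26894, and the paper's text does not name the strand setting of the counting. The alternative that moved the difference to the tissue genes most was the use of means of normalized counts without the log scale, under which it was 3195 normalized counts and the adjusted p was 0.128, the highest of a range of 0.00113 to 0.128 over the alternatives computed for this comparison.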

The results show that especially the progression category genes (genes required for the progression of tooth development) are highly expressed during E13 compared to the control gene sets (tissue, dispensable, and developmental‐process categories, *p* values range from .0003 to .0426 for RNAseq and microarray experiments, tested using random resampling, for details and all the tests, see Section 2, Figure 2, and Tables S2 and S3). Comparable differences are observed in E14 molars (*p* values range from .0000 to .0466; Figure 2, Tables S2 and S3).

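At E14, the median of the progression category was 12.49, and the medians of the tissue, dispensable, and other genes were 9.84, 9.75, and 7.14. The progression median was 2.65 above that of the tissue genes (permutation test, p = 5e-05, adjusted p = 0.000193), 2.74 above that of the dispensable genes (permutation test, p = 0.00162, adjusted p = 0.00336), and 5.35 above that of the other genes (permutation test, p = 1e-05, the smallest the permutations can give, adjusted p = 9e-05). The differences within single teeth were 2.53 ± 0.225, 2.75 ± 0.0853, and 5.28 ± 0.103 (SD, n = 7 teeth), respectively, and none of the 7 teeth had a difference below 0. Shh was again the progression gene with the lowest level, with 1333 ± 203 normalized counts (SD, n = 7), which is a log2 fold change of 3.75 from E13 (standard error 0.33, adjusted p = 1.34e-08 from the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment). Ctnnb1 remained the highest with 22828 ± 2186 normalized counts (log2 fold change 0.01, standard error 0.09, adjusted p = 0.954 from the same edgeR test). With means of normalized counts on the linear scale, the differences at E14 to the tissue and dispensable genes were 3711 and 3429 normalized counts with adjusted p of 0.105 and 0.231, the highest among the alternatives of these comparisons, whose lowest adjusted p were both 0.000123. From the differences to the control categories at E13 and at E14, the paper concludes that the progression category genes are highly expressed in both bud and cap stage molars.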

**Figure 2:**
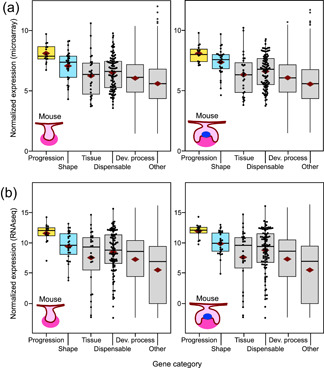
Bud and cap stage mouse molars show elevated expression of progression and shape genes. (a) Microarray and (b) RNAseq analyses of the transcriptomes of E13 and E14 molars show highly elevated expression of progression category and moderately elevated shape category genes (for tests, see Table S3). Tissue category genes are involved in dentine and enamel formation that begin at birth, around 6 days from the E14 cap stage. The number of genes having RNAseq expression data in each category are 15, 28, 27, 100, 4106, and 16,165 for progression, shape, tissue, dispensable, developmental process, and other, respectively. The corresponding numbers for the microarray data are 15, 28, 27, 98, 3983, and 14,825. Boxes enclose 50% of observations; the median and mean are indicated with a horizontal bar and diamond, respectively, and whiskers extend to last values within 1.5 interquartiles. Individual data points are shown for the smaller categories [Color figure can be viewed at wileyonlinelibrary.com]

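In the deposited counts, all of the 15 progression, 28 shape, 11 double, 27 tissue, and 100 dispensable category genes are listed. The other protein-coding genes number 21632 when the protein-coding genes of the GENCODE annotation of GRCm38 that are in no category are counted, and 3348 of these had no count in any of the 21 libraries. With a minimum of 10 counts in at least 7 libraries, 14420 other genes remain. The paper limited its genes to curated RefSeq genes, and 20244 of the 21632 have such a transcript. With only these as other genes, the largest difference to any control was 4.87 for the progression and 2.92 for the shape category. With the minimum count it was 3.34 and 1.55, against 5.35 and 3.40 without these limits. The size of the differences to the other genes thus depends on which genes are counted. For the dispensable gene Il11ra, the identifier in the gene list belongs to Il11ra2 in the annotation (ENSMUSG00000078735, chromosome 4, 42656355 to 42661893), which had no counts at E13 and E14 and 0.128 ± 0.338 normalized counts at E16 (SD, n = 7). The neighboring Il11ra1 (ENSMUSG00000073889, chromosome 4, 41699989 to 41769474) is counted here among the other genes.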

In general, the expression differences between progression and tissue categories appear greater than between progression and dispensable categories (*p* values range from .0028 to .0379 and .0059 to .0466, respectively; Table S3), suggesting that some of the genes in the dispensable category may still play a functional role in tooth development. 

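At E13, E14, and E16 the difference between the tissue and dispensable medians was smaller than the difference of either to the progression category. Within single teeth, the tissue median was above the dispensable median by 0.293 ± 0.207 at E13, 0.211 ± 0.186 at E14, and 0.149 ± 0.124 at E16 (SD, n = 7 teeth). At E16, the medians of the progression, tissue, and dispensable genes were 12.25, 10.15, and 9.94. There the progression median was 2.11 above the tissue median (permutation test, p = 0.00135, adjusted p = 0.00304) and 2.31 above the dispensable median (permutation test, p = 0.00272, adjusted p = 0.0049). The corresponding differences within single teeth were 2.32 ± 0.144 and 2.47 ± 0.067 (SD, n = 7), above 0 in every tooth. The dispensable category spans a wide range of levels, with Col1a1 the highest at each stage (115687 ± 42736 normalized counts at E16, SD, n = 7), and Aqp5 among the genes with a median of 0 at E16 (0.511 ± 1.35 normalized counts). The tissue category is led by Postn (27524 ± 6200 normalized counts at E16), and Amelx, among its genes with a median of 0 at E16, had 1.38 ± 2.06 normalized counts. On the linear scale, the difference of the progression mean at E16 was 3922 normalized counts to the tissue mean and 3039 to the dispensable mean, with adjusted p of 0.0522 and 0.235, the highest over the alternatives (lowest 0.000135 and 0.00012).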

In our data we have 11 genes that cause a developmental arrest of the tooth when double mutated (Appendix S1). The expression level of this double‐mutant category shows incipient upregulation compared to that of the developmental‐process category (*p* values range from .0322 to .1637; Table S3), but not when compared to the tissue or dispensable categories (*p* values range from .0978 to .5010; Table S3). Therefore, it is plausible, based on the comparable expression levels between double and some of the dispensable category genes, that several of the genes in the dispensable category may cause phenotypic effects when mutated in pairs.

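The median of the 11 double category genes was 10.92 at E13, 11.21 at E14, and 11.86 at E16. The difference to the tissue median was 1.55 at E13 (permutation test, p = 0.0584, adjusted p = 0.0927), 1.37 at E14 (p = 0.0668, adjusted p = 0.095, permutation test), and 1.71 at E16 (p = 0.0792, adjusted p = 0.107, permutation test). To the dispensable median it was 1.91 (p = 0.0667, adjusted p = 0.095), 1.46 (p = 0.107, adjusted p = 0.138), and 1.92 (p = 0.047, adjusted p = 0.0793) in the same permutation tests. None of these 6 differences passed the threshold after adjustment. Each was above 0 in 7 of 7 teeth, with differences to the dispensable genes of 1.79 ± 0.2, 1.53 ± 0.127, and 1.60 ± 0.579 within single teeth (SD, n = 7). All teeth measure the same genes, so this repeated sign concerns the spread between teeth and not that between genes. Against the other protein-coding genes the differences of 3.83, 4.07, and 4.49 passed the threshold (permutation tests, p = 0.00092, 0.00028, and 2e-05). The left tooth of embryo 3 at E16 had a double median of 9.73, against 12.08 in the highest of the 7 teeth, and without this tooth the E16 difference to the tissue genes was 1.73 and that to the dispensable genes 1.89. Gli3 had the highest level of the category at each stage, with 8538 ± 329, 8779 ± 296, and 7802 ± 1591 normalized counts (SD, n = 7). The lowest was Dlx4 at E13 and E14 with 17.9 ± 4.64 and 137 ± 25.3 normalized counts, and Dlx6 at E16 with 413 ± 118, and all 3 genes overlap noncoding genes in the annotation. Taking the mean of the log2 values in place of the median raised the difference to the tissue genes to 2.66, 2.84, and 2.77 at E13, E14, and E16, with adjusted p of 0.0437, 0.0325, and 0.0364 (over the alternatives, the adjusted p ranged from 0.0104 to 0.495, from 0.00835 to 0.495, and from 0.0242 to 0.533).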

Even though expression levels of the shape category genes (genes required for normal shape development) are lower than that of the progression category (Figure 2), at least the E14 microarray data suggests elevated expression levels relative to all the other control categories (*p* values range from .0001 to .0901; Table S3). 

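In the RNAseq data, the median of the 28 shape category genes was 9.79 at E13 and 10.54 at E14. At E14 it was 0.70 above the tissue median (permutation test, p = 0.23, adjusted p = 0.243), 0.79 above the dispensable median (permutation test, p = 0.197, adjusted p = 0.231), and 3.40 above that of the other genes (permutation test, p = 2e-05, adjusted p = 9e-05). At E13 the corresponding differences were 0.42 (p = 0.362, adjusted p = 0.362), 0.78 (p = 0.224, adjusted p = 0.243), and 2.70 (p = 0.00176, adjusted p = 0.00339) in permutation tests. Within single teeth, the shape median exceeded the tissue median by 0.388 ± 0.28 at E13, in 6 of 7 teeth, and by 0.541 ± 0.243 at E14, in 7 of 7 teeth (SD, n = 7). The shape median lay below the progression median by 2.44 ± 0.165 at E13 and 1.99 ± 0.152 at E14 within single teeth. The highest shape gene at both stages was Pdgfra (ENSMUSG00000029231, chromosome 5, 75152292 to 75198215), with 11067 ± 680 and 9334 ± 379 normalized counts (SD, n = 7). The lowest was Fgf3 at E13, with 6.01 ± 9.2 normalized counts, and Fgf20 at E14, with 64.1 ± 27.2. Fgf3 (ENSMUSG00000031074, chromosome 7, 144838083 to 144844436) rose to 513 ± 98.9 normalized counts at E14, a log2 fold change of 6.45 (standard error 0.39, adjusted p = 1.69e-11 from the quasi-likelihood test of edgeR), which was the largest change of a shape gene between these stages. The difference to the tissue genes reversed to -0.71 at E13 and -0.20 at E14 when only genes with at least 10 counts in at least 7 libraries were compared, whereas the mean of the log2 values raised it to 2.25 at E14 (permutation test, adjusted p = 0.0112, the lowest over the alternatives, of which the highest was 0.697).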

The moderately elevated levels of expression by the shape category genes could indicate that they are required slightly later in development, or that the most robust upregulation happens only for genes that are essential for the progression of the development. 

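At E16, the median of the shape category was 10.73, which was 0.59 above the tissue median (permutation test, p = 0.234, adjusted p = 0.243), 0.79 above the dispensable median (permutation test, p = 0.192, adjusted p = 0.231), and 3.37 above the other protein-coding genes (permutation test, p = 2e-05, adjusted p = 9e-05). Within single teeth these differences were 0.655 ± 0.117, 0.803 ± 0.0701, and 3.35 ± 0.136 (SD, n = 7), all above 0 in 7 of 7 teeth. The difference of the progression category to the other genes at E16 was 4.89 (permutation test, p = 1e-05, the smallest the permutations can give), and 5.02 ± 0.164 within single teeth. The shape gene with the highest median over the E16 teeth was Sostdc1, with a mean of 7649 ± 2829 normalized counts (SD, n = 7), whereas by the mean Pdgfra was higher with 8007 ± 1352. The lowest by both was Fgf20 with 22.1 ± 8.62.

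To compare the stages, the category medians of single teeth were tested between stages with exact permutation tests (two-sided, 7 teeth against 7, where 3432 splits give a smallest p of 0.00058), with Benjamini-Hochberg adjustment over 33 comparisons. The shape median rose by 0.64 from E13 to E14 (exact permutation test, p = 0.00058, adjusted p = 0.0016) and by 0.24 from E14 to E16 (exact permutation test, p = 0.0355, adjusted p = 0.0617). The dispensable median rose by 0.57 and 0.19 over the same intervals (exact permutation test, adjusted p = 0.0016 and 0.118). The difference between shape and dispensable medians therefore changed by 0.07 from E13 to E14, by 0.05 from E14 to E16, and by 0.12 from E13 to E16 (exact permutation test, adjusted p = 0.584, 0.557, and 0.337), which is within the spread of the teeth. The median of the other protein-coding genes also rose, by 0.054 from E13 to E14 and by 0.18 from E14 to E16 (exact permutation tests, adjusted p = 0.0214 and 0.00962). A rise of a category from E14 to E16 is thus not particular to that category. The progression median rose by 0.20 from E13 to E14 (exact permutation test, adjusted p = 0.0016) and fell by 0.08 from E14 to E16 (exact permutation test, p = 0.548, adjusted p = 0.584), and the difference between progression and shape medians narrowed to 1.67 ± 0.115 at E16. The fall of the progression median, and whether the rises of the shape and dispensable medians from E14 to E16 passed the threshold, depended on the left tooth of embryo 3 at E16, which had the lowest progression, shape, and dispensable medians of the 7 teeth. Without this tooth, which was left out after the data were seen, the progression median at E16 was 12.43 ± 0.116 (SD, n = 6), or 0.0064 above that of E14 (exact permutation test, adjusted p = 0.907), and the shape and dispensable medians rose by 0.32 and 0.28 (exact permutation tests, adjusted p = 0.00641 and 0.00113), with every remaining E16 tooth above every E14 tooth for the dispensable genes. The rise of the shape median also passed the threshold without the right tooth of embryo 2 or of embryo 5 at E14 (exact permutation tests, adjusted p = 0.0374 and 0.0435). From E13 to E16 that difference, a comparison chosen after the data were seen, fell by 0.77 (exact permutation test, p = 0.00058, adjusted p = 0.0016), with every E16 tooth below every E13 tooth. The alternative that moved the shape changes most was the mean over genes in place of the median, under which the difference between shape and dispensable genes rose by 0.37 from E13 to E14 (exact permutation test, adjusted p = 0.00192, with a highest value of 0.879 over the alternatives).

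Single shape genes changed by much more than the category median. In the quasi-likelihood test of edgeR over 19101 genes, 14 of the 28 shape genes changed between E13 and E14 (12 rose and 2 fell, and 15 changed when the p values were adjusted over the list alone), and 20 changed between E14 and E16 (11 rose and 9 fell, and 23 changed when adjusted over the list alone). Between E14 and E16, every tooth of one stage lay above every tooth of the other for 5 of the 28 genes, where chance gives a share of 0.0583%. Among these was the Eda receptor Edar (ENSMUSG00000003227, chromosome 10, 58600789 to 58675654), which rose from 162 ± 37.3 to 477 ± 87.7 normalized counts (SD, n = 7), a log2 fold change of 1.55 (standard error 0.15, adjusted p = 2.58e-08 from the same edgeR test).

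**Figure D1:**
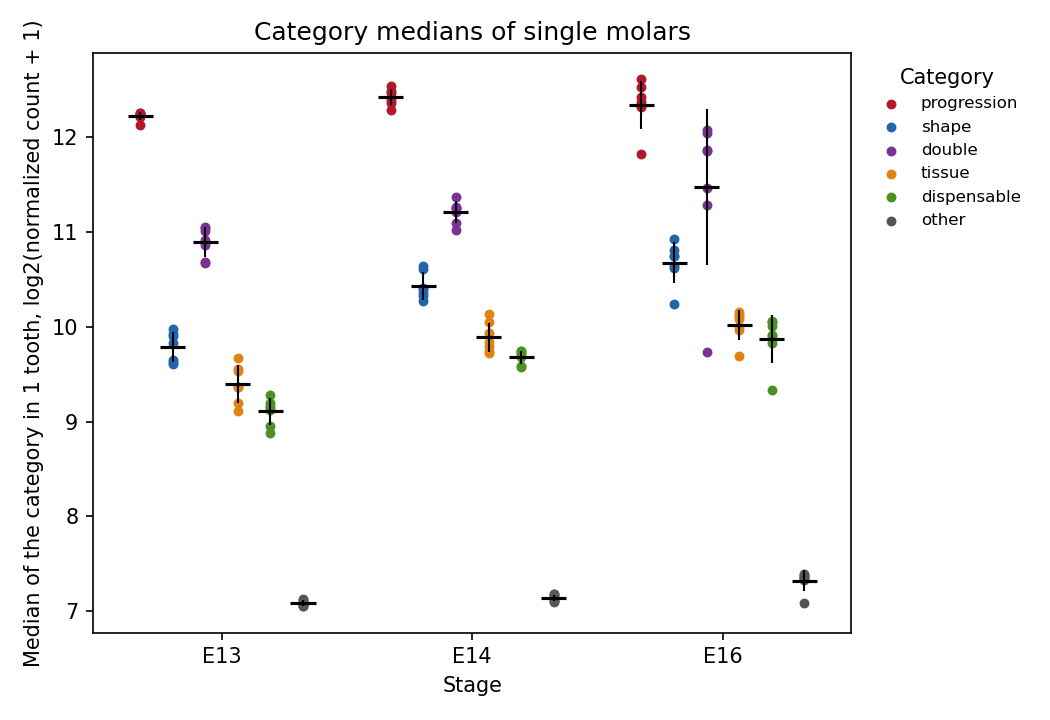
Median log2(normalized count + 1) of the genes of each category in single teeth (y axis) at E13, E14, and E16 (x axis), where each point is 1 tooth, with 7 teeth per stage, the horizontal bars give the mean, and the vertical bars the SD over the teeth. The progression medians lie between 11.82 and 12.61 and the shape medians between 9.61 and 10.92 over the 21 teeth.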

The latter option seems to be supported by a RNAseq analysis of E16 molar, showing only slight upregulation of shape category genes in the bell stage molars (Table S3).

### 3.2 Transcriptomes of developing rat molars show elevated expression of the progression genes

Because our gene categories were based on experimental evidence from the mouse, we also tested whether comparable expression levels can be detected for the same genes in the rat. Evolutionary divergence of *Mus‐Rattus* dates back to the Middle Miocene (Kimura et al., 2015), allowing a modest approximation of conservation in the expression levels. Examination of bud (E15) and cap (E17) stage RNAseq of rat molars shows comparable upregulation of progression and shape category genes as in the mouse (Figure 3, Table S2 and S3). Considering also that many of the null mutations in keystone gene in the mouse are known to have comparable phenotypic effects in humans (Nieminen, 2009), our keystone gene categories and analyses are likely to apply to mammalian teeth in general.

**Figure 3:**
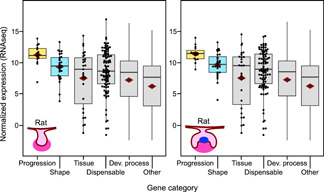
Bud and cap stage rat molars show elevated expression of keystone genes. RNAseq analyses of the transcriptomes of E15 and E17 rat molars show highly elevated expression of progression category and moderately elevated shape category genes (for tests, see Table S3). The numbers of genes having RNAseq expression data in each category are 15, 28, 27, 95, 3843, and 12,473 for progression, shape, tissue, dispensable, developmental process, and other, respectively. Boxes enclose 50% of observations; the median and mean are indicated with a horizontal bar and diamond, respectively, and whiskers extend to last values within 1.5 interquartiles. Individual data points are shown for the smaller categories [Color figure can be viewed at wileyonlinelibrary.com]

One complication of our expression level analyses is that these have been done at the whole organ level. Because many of the genes regulating tooth development are known to have spatially complex expression patterns within the tooth (Nieminen at al. 1998), cell‐level examinations are required to decompose the patterns within the tissue.

### 3.3 Single‐cell RNAseq reveals cell‐level patterns of keystone genes

Tooth development is punctuated by iteratively forming epithelial signaling centers, the enamel knots. The first, primary enamel knot, is active in E14 mouse molar and at this stage many genes are known to have complex expression patterns. Some progression category genes have been reported to be expressed in the enamel knot, whereas others have mesenchymal or complex combinatorial expression patterns (Jernvall & Thesleff, 2012; Nieminen et al., 1998). To quantify these expression levels at the cell‐level, we performed a single‐cell RNAseq (scRNAseq) on E14 mouse molars (Section 2). We focused on capturing a representative sample of cells by dissociating each tooth germ without cell sorting (*n* = 4). After data filtering, 7000–8811 cells per tooth were retained for the analyses, providing 30,930 aggregated cells for a relatively good proxy of the E14 mouse molar (Section 2).

First we examined whether the scRNAseq produces comparable expression levels to our previous analyses. For the comparisons, the gene count values from the cells were summed up and treated as bulk RNAseq data (Figure 4a and Section 2). We analyzed the expression levels of different gene categories as in the mouse bulk data (Figure 2) and the results show a general agreement between the experiments (Figures 2 and 4b). As in the previous analyses (Table S3), the progression category shows the highest expression levels compared to the control gene sets (*p* values range from .0071 to .0310; Table S3). Although the mean expression of the shape category is intermediate between progression and control gene sets, scRNAseq shape category is not significantly upregulated in the randomization tests (*p* values range from .7788 to .9968). This pattern reflects the bulk RNAseq analyses (for both mouse and rat) while the microarray analysis showed slightly stronger upregulation, suggesting subtle differences between the methodologies (the used mouse strain was also different in the microarray experiment).

**Figure 4:**
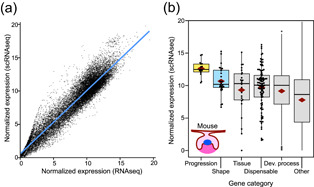
Single‐cell RNAseq data reflect the bulkRNA analyses. (a) Bulk and scRNAseq expression levels show overall correspondence in tissue level expression in E14 mouse molar. (b) Progression category genes show the strongest upregulation whereas shape category is intermediate between the progression and other categories (for tests, see Table S3). The number of genes having expression data in each category are 15, 28, 25, 99, 3771, and 16,362 for progression, shape, tissue, dispensable, developmental process, and other, respectively. Boxes in (b) enclose 50% of observations; the median and mean are indicated with a horizontal bar and diamond, respectively, and whiskers extend to last values within 1.5 interquartiles. Individual data points are shown for the smaller categories [Color figure can be viewed at wileyonlinelibrary.com]

Unlike the bulk transcriptome data, the scRNAseq data can be used to quantify the effect of expression domain size on the overall expression level of a gene. The importance of expression domain size is well evident in the scRNAseq data when we calculated the number of cells that express each gene (Section 2). The data shows that the overall tissue level gene expression is highly correlated with the cell population size (Figure 5a). In other words, the size of the expression domain is the key driver of expression levels measured at the whole tissue level.

**Figure 5:**
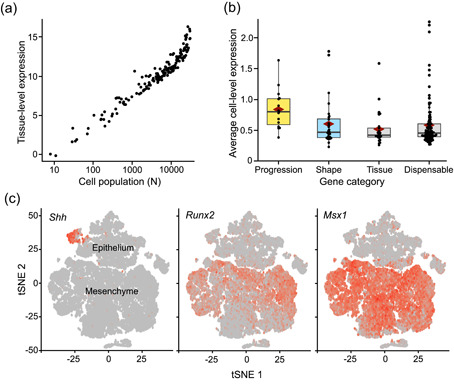
Expression domain size and high cell‐level transcript abundance of progression genes. (a) The size of the expression domain, measured as the number of cells, is the key driver of organ level expression (scRNAseq on E14 mouse molar, plotted for progression, shape, tissue, and dispensable category genes). (b) Progression category shows high cell‐level expression or transcript abundance, indicating high expression relative to the expression domain size. The *p* values for progression, shape, and tissue categories compared to dispensable category are .0008, .7009, .3413, respectively (one‐tailed significance levels obtained using 10,000 permutations). (c) tSNE plots showing diverse expression patterns of three different progression category genes in the scRNAseq data. Clusters containing epithelial and mesenchymal cells are marked (note the limited presence of mesenchymal marker *Msx1* transcripts in the epithelium, agreeing with previous reports by Coudert et al., 2005). Boxes in (b) enclose 50% of observations; the median and mean are indicated with a horizontal bar and diamond, respectively, and whiskers extend to last values within 1.5 interquartiles [Color figure can be viewed at wileyonlinelibrary.com]

To examine the cell level patterns further, we calculated the mean transcript abundances for each gene for the cells that express that gene (see Section 2). This metric approximates the cell‐level upregulation of a particular gene, and is thus independent of the size of the expression domain. We calculated the transcript abundance values for progression, shape, tissue, double, and dispensable category genes in each cell that expresses any of those genes. The resulting mean transcript abundances were contrasted to that of the dispensable category (Section 2). The results show that the average transcript abundance is high in the progression category whereas the other categories show roughly comparable transcript abundances (Figure 5b). Considering that the progression category genes have highly heterogeneous expression patterns (e.g., Nieminen at al. 1998; Figure 5c), their high cell‐level transcript abundance (Figure 5b) is suggestive about their critical role at the cell level. That is, progression category genes are not only highly expressed at the tissue level because they have broad expression domains, but rather because they are upregulated in individual cells irrespective of domain identity or size. These results suggest that high cell‐level transcript abundance is a system‐level feature of genes essential for the progression of tooth development, a pattern that seems to be shared with essential genes of single cell organisms (Dong et al., 2018). We note that although the dispensable category has several genes showing comparable expression levels with that of the progression category genes at the tissue level (Figure 2), their cell‐level transcript abundances are predominantly low (Figure 5b).

Next we examined more closely the differences between progression and shape category genes, and to what extent the upregulation of the keystone genes reflects the overall expression of the corresponding pathways.

### 3.4 Keystone gene upregulation in the context of their pathways

In our data the developmental‐process genes appear to have slightly elevated expression levels compared to the other protein coding genes (Figures 2, 3, and 4b), suggesting an expected and general recruitment of the pathways required for organogenesis. To place the progression and shape category genes into the specific context of their corresponding pathways, we investigated in E14 mouse bulk RNAseq whether the pathways implicated in tooth development show elevated expression levels. Six pathways, Fgf, Wnt, Tgfβ, Hedgehog (Hh), Notch, and Ectodysplasin (Eda), contain the majority of progression and shape genes (Section 2). First we used the RNAseq of E14 stage molars to test whether these pathways show elevated expression levels. We manually identified 272 genes belonging to the six pathways (Section 2 and Table S4). 

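The copy of Table S4 used here lists 269 genes in the 6 pathways, which is fewer than the paper tabulates, and no test was therefore run on the 6 pathways together. The Wnt, Tgfβ, Fgf, and Hh families hold 221 genes in this copy, of which 62 encode ligands. At E14, the median of these 221 genes was 10.36, which was 3.22 on the log2 scale above the protein-coding genes outside the keystone gene lists, among which 174 of the 221 genes are themselves counted, a difference that none of 100000 random gene sets of the same size reached (one-sided permutation by random resampling, p = 1e-05, the smallest it can give). The comparison is with all other protein-coding genes, since the list of developmental-process genes is not used here. The pathway genes differed by type, with a median of 7.21 for the 62 ligands, 11.33 for 32 receptors, 11.01 for 26 transcription factors, and 10.76 for 101 intracellular genes. Non-ligands exceeded ligands by 3.64 (permutation test, p = 1e-05, the smallest it can give). With the low-count filter the difference to other genes was 1.32, the lowest over the alternatives (all with adjusted p between 2e-05 and 4e-05).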

Comparison of the median expression levels of the six‐pathway genes with the developmental‐process genes shows that the pathway genes are a highly upregulated set of genes (Figure 6a; *p* < .0001, random resampling). This difference suggests that the experimentally identified progression and shape genes might be highly expressed partly because they belong to the developmentally upregulated pathways. To specifically test this possibility, we contrasted the expression levels of the progression and shape genes to the genes of their corresponding signaling families.

**Figure 6:**
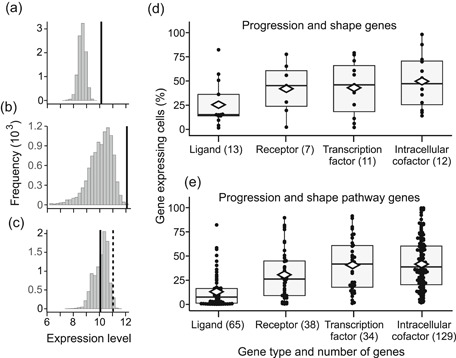
Restricted expression of ligands explains differences in upregulation. (a) Compared to all the developmental process genes, the pathways containing progression and shape category genes are generally upregulated (*p* < .0001, black line, random sampling using median expression levels and 10,000 permutations). (b) Median expression of progression genes (black line) shows further upregulation compared to all the genes in the corresponding pathways (*p* = .0004). (c) Median expression of shape category genes (black line) shows comparable expression with the genes in the corresponding pathways (*p* = .5919), but excluding ligands makes the shape category genes highly expressed (*p* = .0154, black dashed line). (d) Of the progression and shape category genes, ligands are expressed in fewer number of cells compared to the non‐secreted proteins. (e) Ligands are also expressed in relatively few cells among all the pathway genes. Analyses using E14 mouse bulk RNAseq (a–c) and E14 scRNAseq (d, e). The *p* value for ligands in (d) and (e) are *p* < .0001 (random sampling compared to all the other gene types). Boxes in (d, e) enclose 50% of observations; the median and mean are indicated with a horizontal bar and diamond, respectively, and whiskers extend to last values within 1.5 interquartiles

The 15 progression category genes belong to four signaling families (Wnt, Tgfβ, Fgf, Hh) with 221 genes in our tabulations. Even though these pathways are generally upregulated in the E14 tooth, the median expression level of the progression category is still further elevated (Figure 6b; *p* < .0001). In contrast, the analyses for the 28 shape category genes and their corresponding pathways (272 genes from Wnt, Tgfβ, Fgf, Hh, Eda, Notch) show comparable expression levels (Figure 6c; *p* = .5919). 

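The progression median at E14 was 2.13 above the median of the 221 genes of the 4 families on the log2 scale. Of 100000 random sets of 15 genes drawn from the 221 genes, none had a median as high (one-sided permutation by random resampling, p = 1e-05, the smallest it can give, adjusted p = 2e-05 over 4 comparisons with the Benjamini-Hochberg method). In the gene list, 8 of the 15 progression genes are themselves among the 221 genes, and with these removed from the pool the difference was 2.23. The alternative that moved the result most was the mean of the log2 values, with a difference of 2.84, and the lowest difference was 1.86 with the E16 libraries in place of those of E14 (permutation, adjusted p = 0.0001, the highest of a range that starts at 2e-05). From this comparison, the paper concludes that the progression category is elevated beyond the general upregulation of its pathways.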

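For the shape category, the comparison was made with the 221 genes of the 4 families, as the copy of the table of the 6 pathways holds 269 genes. This pool was chosen after seeing the table, and 17 of the 28 shape genes are in it. The shape median at E14 was 0.18 above the median of the pool, and random sets of 28 genes reached it in a share of p = 0.349 (one-sided permutation by random resampling, adjusted p = 0.349). The 18 shape genes that are not ligands had a median of 11.13, which was 0.77 above the pool (one-sided permutation by random resampling, p = 0.044, adjusted p = 0.0587). This comparison passed the threshold when the pool left out the shape genes themselves, with a difference of 0.87, whereas the difference was 0.29 against only those genes of the pool that are not ligands (permutation, adjusted p = 0.232, the highest of a range from 0.0117). With the E13 libraries, the difference of all 28 shape genes was -0.27.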

Whereas this contrasting pattern between progression and shape genes within their pathways may explain the subtle upregulation of the shape category (Figure 2), the difference warrants a closer look. Examination of the two gene categories reveals that compared to the progression category genes, relatively large proportion of the shape category genes are ligands (36% shape genes compared to 20% progression genes, Appendix S1). 

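By the molecule types in the gene lists, 10 of the 28 shape genes (35.7%) and 3 of the 15 progression genes (20%) encode ligands. The 10 shape ligands had a median of 8.78 at E13, 8.95 at E14, and 9.27 at E16, and the 18 other shape genes had 11.15, 11.13, and 11.36. The difference was 2.36 at E13 (permutation test, one-sided, p = 0.0199, adjusted p = 0.0199 over the 3 stages), 2.18 at E14 (p = 0.0059, adjusted p = 0.0089, permutation test), and 2.08 at E16 (p = 0.0034, adjusted p = 0.0089, permutation test). Within single teeth it was 2.32 ± 0.205, 2.20 ± 0.142, and 1.92 ± 0.0689 (SD, n = 7), and 7 of 7 teeth at each stage had the ligands lower. Division by gene length moved the difference most, to 1.45, 1.21, and 1.43, with adjusted p of 0.0359, 0.0359, and 0.0227, the highest over the alternatives at each stage. The comparison of ligands with other shape genes was chosen after the levels of the category were seen. Of the named shape genes, the ligand Eda had 414 ± 71.1 normalized counts at E14 (SD, n = 7), and the ligand Wnt10a 390 ± 67.5. Fst had 1386 ± 163 and Sostdc1 5301 ± 961. The list counts both as ligands, and the paper describes them as secreted proteins that sequester or inhibit signals. Of the genes that are not ligands, the transcription factor Sp6 had 1600 ± 286 and the intracellular Edaradd 570 ± 61.0. The receptor Edar (162 ± 37.3) and the transcription factor Msx2 (345 ± 54.4) lay below Eda and Wnt10a, so single genes of the types overlapped. From the larger share of ligands among the shape genes, and from the smaller expression domains of ligands in its single-cell data, the paper proposes that the upregulation of keystone genes within their pathways is influenced by the kind of proteins they encode.

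**Figure D2:**
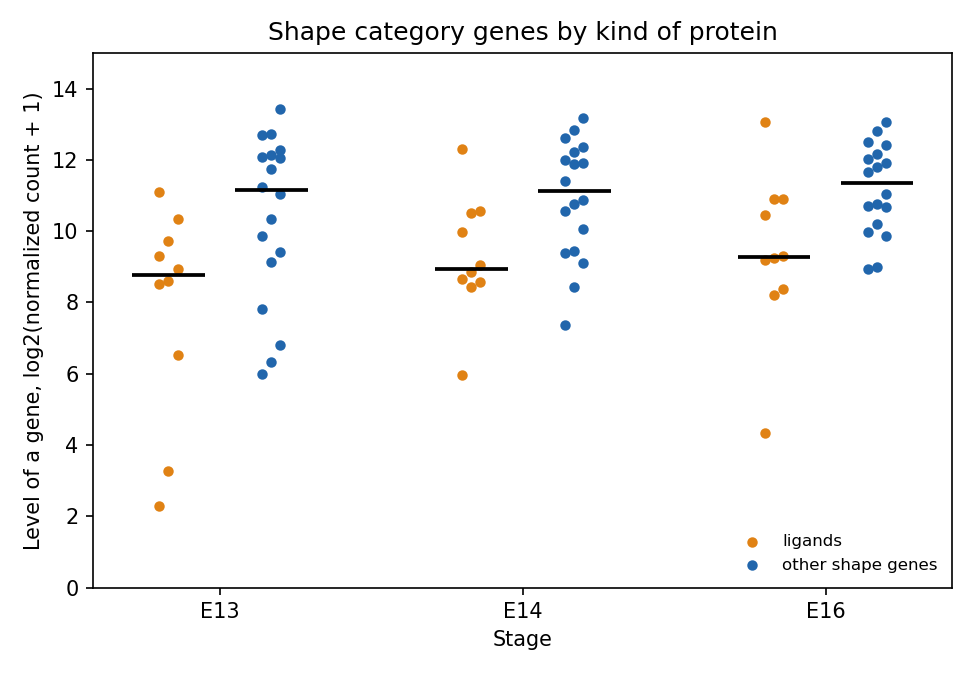
Levels of the shape category genes, as median log2(normalized count + 1) over 7 teeth (y axis), for the 10 ligands and the 18 other genes at E13, E14, and E16 (x axis), where each point is 1 gene and the horizontal bars are the medians. The ligand medians lie between 8.78 and 9.27 and those of the other genes between 11.13 and 11.36.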

In our E14 scRNAseq data, ligands show generally smaller expression domains than other genes (roughly by half, Figure 6d,e), and the low expression of the shape category genes seems to be at least in part driven by the ligands (Figure 6c and Table S5).

Overall, the upregulation of the keystone genes within their pathways appears to be influenced by the kind of proteins they encode. In this context it is noteworthy that patterning of tooth shape requires spatial regulation of secondary enamel knots and cusps, providing a plausible explanation for the high proportion of genes encoding diffusing ligands in the shape category.

## 4 DISCUSSION

Identification and mechanistic characterization of developmentally essential or important genes have motivated a considerable research effort (e.g.; Amsterdam et al., 2004; Bogue et al., 2018; Brown et al., 2018; Dickinson et al., 2016). One general realization has been that despite the large number of genes being dynamically expressed during organogenesis, only a subset appears to have discernable effects on the phenotype. This parallels with the keystone species concept used in ecological research (Paine, 1969; Terborgh, 1986). Keystone species, that may include relatively few species in a community, are thought to have disproportionally large influence on their environment. Similarly, keystone genes of development, while not necessarily essential for life, have disproportionally large effects on the phenotypic outcome of their system. Here we took advantage of this kind of in‐depth knowledge of the details of the phenotypic effects of various developmental genes (Appendix S1). This allowed us to classify genes into different categories ranging from essential to “less essential” and all the way to dispensable. Obviously, as in ecological data, our category groupings can be considered a work in progress as new genes and reclassifications are bound to refine the patterns. Nevertheless, our analyses should provide some robust inferences.

Most notably, genes that are essential for the progression of mouse molar development were highly expressed (Figures 2, 3, 4). These genes were highly expressed even within their pathways (Figure 6a,b) and had markedly high cell‐level transcript abundances (Figure 5b). This pattern conforms to analyses of single cell organisms (Dong et al., 2018), thereby supporting expression level as one general criterion for essential genes. The high expression level of progression category genes may well signify their absolute requirement during the cap stage of tooth development. Indeed, it is typically by this stage that a developmental arrest happens when many of the progression genes are null mutated. Interestingly, mice heterozygous for the null‐mutated progression genes appear to have normal teeth (Appendix S1). A possible hypothesis to be explored is to examine whether the high cell‐level transcript abundance of the progression category is a form of haplosufficiency in which the developmental system is buffered against mutations affecting one allele. Another possibility, that has some experimental support (Benazet et al., 2009), is that there are regulatory feedbacks to boost gene expression to compensate for a null‐allele. In contrast to the progression category, gene pairs arresting tooth development as double mutants have relatively low expression levels, perhaps suggestive that several genes in the dispensable category could be redundant to each other. This redundancy could contribute to the overall robustness of tooth development.

Because all the studied progression and shape category genes are involved in the development of multiple organ systems, our results may evolutionarily point to cis‐regulatory differences that specifically promote the expression of these genes in an organ specific manner. Consequently, species that are less reliant on teeth (e.g., some seals) or have rudimentary teeth (e.g., baleen whales) can be predicted to have lowered expression levels of the progression genes. Nevertheless, at an organism level, our gene categories should not be considered as indicative of having simple effects on individual fitness. For example, producing offspring, which have defective enamel, could be more costly to the mammalian parent than offspring with a null mutation causing an arrest of tooth development with comparable defects in other organ systems, and thus early lethality.

That our results may apply to other species than the mouse is supported by the similarity of the organ level expression patterns in the mouse and the rat (Figure 3), as also by the comparable phenotypic effects of mutations in the mouse and in the human (Nieminen, 2009). Therefore, we suggest that even though gene expression profiles may differ in details among species, the overall, high‐level patterns of essential gene expression dynamics should be evolutionarily conserved. More generally, empirical and modeling studies in ants show that the essential genes involved in homologous morphological characters are not always the same in different taxa (Abouheif & Wray, 2002; Nahmad et al., 2008). This kind of developmental system drift (True & Haag, 2001) could also underlie homologous teeth in different mammalian groups, perhaps through up or downregulation of different keystone genes in different lineages. In general though, developmental system drift without changes in the phenotype can be expected to be most frequent in the regulation of the dispensable category genes.

Towards the general attempt to understand the numerous genes expressed in a developing organ system, our results point to the potential to use cell‐level expression levels to identify genes critical for organogenesis. Here the single‐cell transcriptomes provided a more nuanced view into the spatial patterns of the different gene categories than the tissue level transcriptomes alone, which mostly reflect the size of the expression domain (Figure 5a). In our tabulation, over a third of the shape category genes were ligands. Tooth shape patterning involves spatial placement of signaling centers that in turn direct the growth and folding of the tissue (Jernvall & Thesleff, 2012). The involvement of several secreted ligands in this patterning process, and consequently in the shape category, is likely to reflect the requirement of the developmental machinery to produce functional cusp patterns. These cusp patterns are also a major target of natural selection because evolutionary diversity of mammalian teeth largely consists of different cusp configurations. At the same time, partly due to ligands having generally more restricted expression domains compared to receptors and intracellular proteins, the shape category expression levels were found to be generally lower than that of the progression category. That ligands tend to have smaller expression domains whereas receptors have broader expression domains for tissue competence has been recognized in many unrelated studies (e.g. Bachler & Neubüser, 2001; Wessells et al., 1999; and partly in Salvador‐Martínez & Salazar‐Ciudad, 2015), but our analyses suggest that this is a general principle detectable in system‐level transcriptome data. This pattern is also compatible with the classic concepts of tissue competence and evocators or signals produced by organizers (Waddington, 1940). Nevertheless, it remains to be explored spatially how the low signal‐competence ratio emerges from highly heterogeneous expression domains of various genes, and within the complex three‐dimensional context of a developing tooth (e.g., Harjunmaa et al., 2014; Krivanek et al., 2020; Pantalacci et al., 2017). In our data (for accession number, see Section 2), at least the ligand *Eda* is expressed in a larger number of cells than its receptor *Edar*, suggesting that there are individual exceptions to the general pattern. Another potentially interesting observation is that *Sostdc1* and *Fst*, both secreted sequesters or inhibitors of signaling, were among the most broadly expressed of the ligands. Thus, at least some of the exceptions to the low signal‐competence ratio may be modulators of tissue competence.

In conclusions, the over 20,000 genes of mammalian genomes, and even higher numbers in many plant genomes, call for systems to categorize them. Especially the high‐throughput experiments have accentuated the need for comprehension of the bigger picture in genome‐wide analysis. However, there is no single way to do the classification of genes. Biological complexity offers a multitude of ways to categorize, ranging from structural to functional characteristics, and from evolutionary relationships to location of expression. Here our aim was to create a categorization that would provide insight to systems‐level understanding of organogenesis and still include organ level details. By combining the experimental evidence on the effects of gene null‐mutations with single‐cell level transcriptome data, we uncovered potential generalities affecting expression levels of genes in a developing system. With advances in the analyses of transcriptomes and gene regulation, it will be possible to explore experimental data from other organs and species to test and identify system level principles of organogenesis.

## CONFLICT OF INTERESTS

The authors declare that there is no conflict of interests.

## Supporting information

Supporting information. Click here for additional data file.

## Data Availability

Gene category tabulations are available in article supporting information and transcriptomes are openly available in GEO at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi, reference number GSE142201.

## References

[jezb23009-bib-0001] Abouheif, E. , & Wray, G. (2002). Evolution of the gene network underlying wing polyphenism in ants. Science, 297, 249–252.1211462610.1126/science.1071468

[jezb23009-bib-0002] Amsterdam, A. , Nissen, R. M. , Sun, Z. , Swindell, E. C. , Farrington, S. , & Hopkins, N. (2004). Identification of 315 genes essential for early zebrafish development. Proceedings of the National Academy of Sciences of the United States of America, 101, 12792–12797. 10.1073/pnas.0403929101 15256591PMC516474

[jezb23009-bib-0003] Anders, S. , Pyl, P. T. , & Huber, W. (2015). HTSeq—A Python framework to work with high‐throughput sequencing data. Bioinformatics, 31, 166–169. 10.1093/bioinformatics/btu638 25260700PMC4287950

[jezb23009-bib-0004] Andrews, S. , Krueger, F. , Segonds‐Pichon, A. , Biggins, L. , Krueger, C. , & Wingett, S. (2012). *FastQC*. Babraham: Babraham Institute.

[jezb23009-bib-0005] Ashburner, M. , Ball, C. A. , Blake, J. A. , Botstein, D. , Butler, H. , Cherry, J. M. , Davis, A. P. , Dolinski, K. , Dwight, S. S. , Eppig, J. T. , Harris, M. A. , Hill, D. P. , Issel‐Tarver, L. , Kasarskis, A. , Lewis, S. , Matese, J. C. , Richardson, J. E. , Ringwald, M. , Rubin, G. M. , & Sherlock, G. (2000). Gene Ontology: Tool for the unification of biology. Nature Genetics, 25, 25–29. 10.1038/75556 10802651PMC3037419

[jezb23009-bib-0006] Bachler, M. , & Neubüser, A. (2001). Expression of members of the Fgf family and their receptors during midfacial development. Mechanisms of Development, 100(2), 313–316. 10.1016/s0925-4773(00)00518-9 11165488

[jezb23009-bib-0007] Bei, M. (2009). Molecular genetics of tooth development. Current opinion in Genetics & Development, 19(5), 504–510. 10.1016/j.gde.2009.09.002 19875280PMC2789315

[jezb23009-bib-0008] Benazet, J.‐D. , Bischofberger, M. , Tiecke, E. , Goncalves, A. , Martin, J. F. , Zuniga, A. , Naef, F. , & Zeller, R. (2009). A self‐regulatory system of interlinked signaling feedback loops controls mouse limb patterning. Science, 323(5917), 1050–1053. 10.1126/science.1168755 19229034

[jezb23009-bib-0009] Bengtsson, H. , Irizarry, R. , Carvalho, B. , & Speed, T. P. (2008). Estimation and assessment of raw copy numbers at the single locus level. Bioinformatics, 24(6), 759–767. 10.1093/bioinformatics/btn016 18204055

[jezb23009-bib-0010] Bogue, M. A. , Grubb, S. C. , Walton, D. O. , Philip, V. M. , Kolishovski, G. , Stearns, T. , Dunn, M. H. , Skelly, D. A. , Kadakkuzha, B. , TeHennepe, G. , Kunde‐Ramamoorthy, G. , & Chesler, E. J. (2018). Mouse phenome database: An integrative database and analysis suite for curated empirical phenotype data from laboratory mice. Nucleic Acids Research, 46(Database issue), D843–D850. 10.1093/NAR/GKX1082 29136208PMC5753241

[jezb23009-bib-0011] Bolger, A. M. , Lohse, M. , & Usadel, B. (2014). Trimmomatic: A flexible trimmer for Illumina sequence data. Bioinformatics, 30(15), 2114–2120. 10.1093/bioinformatics/btu170 24695404PMC4103590

[jezb23009-bib-0012] Brown, S. D. M. , Holmes, C. C. , Mallon, A.‐M. , Meehan, T. F. , Smedley, D. , & Wells, S. (2018). High‐throughput mouse phenomics for characterizing mammalian gene function. Nature Reviews Genetics, 19(6), 357–370. 10.1038/s41576-018-0005-2 PMC658236129626206

[jezb23009-bib-0013] Carlson, M. (2019). *org.Mm.eg.db: Genome wide annotation for mouse*.

[jezb23009-bib-0014] Chen, S. , Huang, T. , Zhou, Y. , Han, Y. , Xu, M. , & Gu, J. (2017). AfterQC: Automatic filtering, trimming, error removing and quality control for fastq data. BMC Bioinformatics, 18(Suppl 3) 80, 10.1186/s12859-017-1469-3 28361673PMC5374548

[jezb23009-bib-0015] Coudert, A. E. (2005). Expression and regulation of the Msx1 natural antisense transcript during development. Nucleic Acids Research, 33, 5208–5218. 10.1093/nar/gki831 16157866PMC1214550

[jezb23009-bib-0016] Dai, M. (2005). Evolving gene/transcript definitions significantly alter the interpretation of GeneChip data. Nucleic Acids Research, 33(20):e175 10.1093/nar/gni179 16284200PMC1283542

[jezb23009-bib-0017] Dickinson, M. E. , Flenniken, A. M. , Ji, X. , Teboul, L. , Wong, M. D. , White, J. K. , Meehan, T. F. , Weninger, W. J. , Westerberg, H. , Adissu, H. , Baker, C. N. , Bower, L. , Brown, J. M. , Caddle, L. B. , Chiani, F. , Clary, D. , Cleak, J. , Daly, M. J. , Denegre, J. M. , … Murray, S. A. (2016). High‐throughput discovery of novel developmental phenotypes. Nature, 537(7621), 508–514. 10.1038/nature19356 27626380PMC5295821

[jezb23009-bib-0018] Dobin, A. , Davis, C. A. , Schlesinger, F. , Drenkow, J. , Zaleski, C. , Jha, S. , Batut, P. , Chaisson, M. , & Gingeras, T. R. (2013). STAR: Ultrafast universal RNA‐seq aligner. Bioinformatics, 29(1), 15–21. 10.1093/bioinformatics/bts635 23104886PMC3530905

[jezb23009-bib-0019] Dong, C. , Jin, Y. T. , Hua, H. L. , Wen, Q. F. , Luo, S. , Zheng, W. X. , & Guo, F. B. (2018). Comprehensive review of the identification of essential genes using computational methods: Focusing on feature implementation and assessment. Briefings in Bioinformatics, 21(1), 171–181. 10.1093/bib/bby116 30496347

[jezb23009-bib-0020] Durinck, S. , Moreau, Y. , Kasprzyk, A. , Davis, S. , De Moor, B. , Brazma, A. , & Huber, W. (2005). BioMart and bioconductor: A powerful link between biological databases and microarray data analysis. Bioinformatics, 21, 3439–3440. 10.1093/bioinformatics/bti525 16082012

[jezb23009-bib-0021] Harjunmaa, E. , Kallonen, A. , Voutilainen, M. , Hämäläinen, K. , Mikkola, M. L. , & Jernvall, J. (2012). On the difficulty of increasing dental complexity. Nature, 483(7389), 324–327. 10.1038/nature10876 22398444

[jezb23009-bib-0022] Harjunmaa, E. , Seidel, K. , Häkkinen, T. , Renvoisé, E. , Corfe, I. J. , Kallonen, A. , Zhang, Z.‐G. , Evans, A. R. , Mikkola, M. L. , Salazar‐Ciudad, I. , Klein, O. D. , & Jernvall, J. (2014). Replaying evolutionary transitions from the dental fossil record. Nature, 512, 44–48. 10.1038/nature13613 25079326PMC4252015

[jezb23009-bib-0023] Jernvall, J. , & Thesleff, I. (2012). Tooth shape formation and tooth renewal: evolving with the same signals. Development (Cambridge, England), 139(19), 3487–3497. 10.1242/dev.085084 22949612

[jezb23009-bib-0024] Kimura, Y. , Hawkins, M. T. R. , McDonough, M. M. , Jacobs, L. L. , & Flynn, L. J. (2015). Corrected placement of Mus‐Rattus fossil calibration forces precision in the molecular tree of rodents. Scientific Reports, 5, 14444 10.1038/srep14444 26411391PMC4585935

[jezb23009-bib-0025] Krivanek, J. , Soldatov, R. A. , Kastriti, M. E. , Chontorotzea, T. , Herdina, A. N. , Petersen, J. , Szarowska, B. , Landova, M. , Matejova, V. K. , Holla, L. I. , Kuchler, U. , Zdrilic, I. V. , Vijaykumar, A. , Balic, A. , Marangoni, P. , Klein, O. D. , Neves, V. C. M. , Yianni, V. , Sharpe, P. T. , … Adameyko, I. (2020). Dental cell type atlas reveals stem and differentiated cell types in mouse and human teeth. Nature Communications, 11, 4816 10.1038/s41467-020-18512-7 PMC751194432968047

[jezb23009-bib-0026] Love, M. I. , Huber, W. , & Anders, S. (2014). Moderated estimation of fold change and dispersion for RNA‐seq data with DESeq2. Genome Biology, 15(12), 550 10.1186/s13059-014-0550-8 25516281PMC4302049

[jezb23009-bib-0027] Mangiafico, S. (2019). rcompanion: Functions to support extension education program evaluation. https://cran.r-project.org/package=rcompanion

[jezb23009-bib-0028] Morita, W. , Morimoto, N. , & Jernvall, J. (2020, in press). Mapping molar shapes on signaling pathways. PLOS Computational Biology, 16.10.1371/journal.pcbi.1008436PMC773560333315865

[jezb23009-bib-0029] Nahmad, M. , Glass, L. , & Abouheif, E. (2008). The dynamics of developmental system drift in the gene network underlying wing polyphenism in ants: a mathematical model. Evolution & Development, 10, 360–374.1846009710.1111/j.1525-142X.2008.00244.x

[jezb23009-bib-0030] Nieminen, P. (2009). Genetic basis of tooth agenesis. Journal of Experimental Zoology Part B: Molecular and Developmental Evolution, 312(4), 320–342. 10.1002/jez.b.21277 19219933

[jezb23009-bib-0031] Nieminen, P. , Pekkanen, M. , Aberg, T. , & Thesleff, I. (1998). A graphical WWW‐database on gene expression in tooth. European Journal of Oral Sciences, 106(Suppl(S1)), 7–11. 10.1111/j.1600-0722.1998.tb02146.x 9541196

[jezb23009-bib-0032] Paine, R. T. (1969). A note on trophic complexity and community stability. The American Naturalist, 103(929), 91–93. https://www.jstor.org/stable/2459472

[jezb23009-bib-0033] Pantalacci, S. , Guéguen, L. , Petit, C. , Lambert, A. , Peterkova, R. , & Sémon, M. (2017). Transcriptomic signatures shaped by cell proportions shed light on comparative developmental biology. BMC Genome Biology, 18, 29 10.1186/s13059-017-1157-7 PMC531253428202034

[jezb23009-bib-0034] Salvador‐Martínez, I. , & Salazar‐Ciudad, I. (2015). How complexity increases in development: An analysis of the spatial‐temporal dynamics of 1218 genes in *Drosophila melanogaster* . Developmental Biology, 405(2), 328–339. 10.1016/j.ydbio.2015.07.003 26187198

[jezb23009-bib-0035] Skovmand, L. H. , Xu, C. C. Y. , Servedio, M. R. , Nosil, P. , Barrett, R. D. H. , & Hendry, A. P. (2018). Keystone genes. Trends in Ecology & Evolution, 33(9), 689–700. 10.1016/j.tree.2018.07.002 30098801

[jezb23009-bib-0036] Stuart, T. , Butler, A. , Hoffman, P. , Hafemeister, C. , Papalexi, E. , Mauck, W. M. , & Satija, R. (2019). Comprehensive integration of single‐. Cell Data. Cell, 177(7), 1888–1902.e21. 10.1016/J.CELL.2019.05.031 31178118PMC6687398

[jezb23009-bib-0037] Terborgh, J. (1986). Keystone plant resouces in the tropical forest In M. E. Soulé (Ed.), Conservation biology: The science of scarcity and diversity (pp. 330–344). Sinauer Associates.

[jezb23009-bib-0038] True, J. R. , & Haag, E. S. (2001). Developmental system drift and flexibility in evolutionary trajectories. Evolution & Development, 3, 109–119.1134167310.1046/j.1525-142x.2001.003002109.x

[jezb23009-bib-0039] Waddington, C. H. (1940). Organisers and genes. Cambridge Biological Studies, University Press.

[jezb23009-bib-0040] Wessells, R. J. , Grumbling, G. , Donaldson, T. , Wang, S. H. , & Simcox, A. (1999). Tissue‐specific regulation of vein/EGF receptor signaling in Drosophila. Developmental Biology, 216(1), 243–259. 10.1006/dbio.1999.9459 10588875

# Supplementary material for: System‐level analyses of keystone genes required for mammalian tooth development
**Source:** J Exp Zool B Mol Dev Evol. 2020 Oct 31;336(1):7–17. doi: 10.1002/jez.b.23009
**Supplement:** Supplementary file 1 — Supporting information.

**System-level analyses of keystone genes required for mammalian tooth development**

Outi Hallikas | Rishi Das Roy | Mona M. Christensen | Elodie Renvoisé |

Ana-Marija Sulic | Jukka Jernvall

**Supporting Information:**

**Appendix S1.** Developmental keystone genes of mouse tooth development.

**Table S1.** Genes that are dispensable for mouse tooth development.

**Table S2.** Descriptive statistics of the expression of different gene categories.

**Table S3.** Permutation tests for microarray, RNAseq and scRNAseq expression levels.

**Table S4.** Pathway genes used to compare expression levels.

**Table S5.** Descriptive statistics of the number of cells in which different gene types are expressed.

**Appendix S1.** Developmental keystone genes of mouse tooth development. Classification of genes whose null mutations affect the phenotype of the mouse first lower molar. The classification of each gene is usually based on multiple sources, with key references listed. Haplosufficiency is marked for progression and shape categories.

**References**

1. Matzuk, M. M., Kumar, T. R. & Bradley, A. Different phenotypes for mice deficient in either activins or activin receptor type II. *Nature* **374**, 356-60 (1995).

2. Jia, S. *et al.* Roles of Bmp4 during tooth morphogenesis and sequential tooth formation. *Development* **140**, 423-32 (2013).

3. Dunn, N. R. *et al.* Haploinsufficient Phenotypes inBmp4Heterozygous Null Mice and Modification by Mutations inGli3andAlx4. *Dev. Biol.* **188**, 235-247 (1997).

4. Andl, T. *et al.* Epithelial Bmpr1a regulates differentiation and proliferation in postnatal hair follicles and is essential for tooth development. *Development* **131**, 2257-2268 (2004).

5. Li, C. Y. *et al.* _e-catenin inhibits YAP/TAZ activity to regulate signalling centre formation during tooth development. *Nat. Commun.* **7**, 12133 (2016).

6. Liu, F. *et al.* Wnt/beta-catenin signaling directs multiple stages of tooth morphogenesis. *Dev Biol* **313**, 210-224 (2008).

7. Oommen, S. *et al.* Distinct roles of MicroRNAs in epithelium and mesenchyme during tooth development. *Dev. Dyn.* **241**, 1465-1472 (2012).

8. Michon, F., Tummers, M., Kyyrönen, M., Frilander, M. J. & Thesleff, I. Tooth morphogenesis and ameloblast differentiation are regulated by micro-RNAs. *Dev. Biol.* **340**, 355-368 (2010).

9. De Moerlooze, L. *et al.* An important role for the IIIb isoform of fibroblast growth factor receptor 2 (FGFR2) in mesenchymal-epithelial signalling during mouse organogenesis. *Development* **127**, 483-492 (2000).

10. Matzuk, M. M. *et al.* Functional analysis of activins during mammalian development. *Nature* **374**, 354-357 (1995).

11. Ferguson, C. A. *et al.* The role of effectors of the activin signalling pathway, activin receptors IIA and IIB, and Smad2, in patterning of tooth development. *Development* **128**, 4605-13 (2001).

12. Van Genderen, C. *et al.* Development of several organs that require inductive epithelial- mesenchymal interactions is impaired in LEF-1-deficient mice. *Genes Dev.* **8**, 2691-2703 (1994).

13. Noh, T., Gabet, Y., Cogan, J., Shi, Y. & Tank, A. Lef1 Haploinsufficient Mice Display a Low Turnover and Low Bone Mass Phenotype in a Gender-and Age-Specific Manner. *PLoS One* **4**, 5438 (2009).

14. Satokata, I. & Maas, R. Msx1 deficient mice exhibit cleft palate and abnormalities of craniofacial and tooth development. *Nat. Genet.* **6**, 348-356 (1994).

15. Peters, H., Neubüser, A., Kratochwil, K. & Balling, R. Pax9-deficient mice lack pharyngeal pouch derivatives and teeth and exhibit craniofacial and limb abnormalities. *Genes Dev.* **12**, 2735-2747 (1998).

16. Lin, C. R. *et al.* Pitx2 regulates lung asymmetry, cardiac positioning and pituitary and tooth morphogenesis. *Nature* **401**, 279-282 (1999).

17. Liu, W., Selever, J., Lu, M. F. & Martin, J. F. Genetic dissection of Pitx2 in craniofacial development uncovers new functions in branchial arch morphogenes, late aspects of tooth morphogenesis and cell migration. *Development* **130**, 6375-6385 (2003).

18. Åberg, T. *et al.* Phenotypic Changes in Dentition of Runx2 Homozygote-null Mutant Mice. *J. Histochem. Cytochem.* **52**, 131-139 (2004).

19. Yoda, S., Suda, N., Kitahara, Y., Komori, T. & Ohyama, K. Delayed tooth eruption and suppressed osteoclast number in the eruption pathway of heterozygous Runx2/Cbfa1 knockout mice. *Arch. Oral Biol.* **49**, 435-442 (2004).

20. Dassule, H. R. Shh regulates tooth growth and morphogenesis. **127**, 4775-4785 (2000).

21. Mills, A. A. *et al.* p63 is a p53 homologue required for limb and epidermal morphogenesis. *Nature* **398**, 708-13 (1999).

22. Laurikkala, J. *et al.* P63 Regulates Multiple Signalling Pathways Required for Ectodermal Organogenesis and Differentiation. *Development* **133**, 1553-1563 (2006).

23. Kuraguchi, M. *et al.* Adenomatous polyposis coli (APC) is required for normal development of skin and thymus. *PLoS Genet.* **2**, 1362-1374 (2006).

24. Miletich, I. *et al.* Developmental stalling and organ-autonomous regulation of morphogenesis. *Proc. Natl. Acad. Sci. U. S. A.* **108**, 19270-19275 (2011).

25. Golonzhka, O. *et al.* Ctip2/Bcl11b controls ameloblast formation during mammalian odontogenesis. *Proc. Natl. Acad. Sci. U. S. A.* **106**, 4278-4283 (2009).

26. Katsuragi, Y. *et al.* Bcl11b transcription factor plays a role in the maintenance of the ameloblast-progenitors in mouse adult maxillary incisors. *Mech. Dev.* **130**, 482-492 (2013).

27. Guo, F. *et al.* Bmp2 deletion causes an amelogenesis imperfecta phenotype via regulating enamel gene expression. *J. Cell. Physiol.* **230**, 1871-82 (2015).

28. Feng, J. *et al.* Abnormalities in the enamel in bmp2-deficient mice. *Cells. Tissues. Organs* **194**, 216-21 (2011).

29. Zouvelou, V., Luder, H. U., Mitsiadis, T. A. & Graf, D. Deletion of BMP7 affects the development of bones, teeth, and other ectodermal appendages of the orofacial complex. *J. Exp. Zool. Part B Mol. Dev. Evol.* **312**, 361-374 (2009).

30. Zurowski, C., Jamniczky, H., Graf, D. & Theodor, J. Deletion/loss of bone morphogenetic protein 7 changes tooth morphology and function in Mus musculus: implications for dental evolution in mammals. *R. Soc. open Sci.* **5**, 170761 (2018).

31. Ohazama, A. *et al.* A dual role for Ikk alpha in tooth development. *Dev. Cell* **6**, 219-27 (2004).

32. Srivastava, A. K. *et al.* The Tabby phenotype is caused by mutation in a mouse homologue of the EDA gene that reveals novel mouse and human exons and encodes a protein (ectodysplasin-A) with collagenous domains. *Proc. Natl. Acad. Sci. U. S. A.* **94**, 13069-74 (1997).

33. Tucker, A. S. *et al.* Edar/Eda interactions regulate enamel knot formation in tooth morphogenesis. *Development* **127**, 4691-4700 (2000).

34. Peterkova, R. *et al.* Different morphotypes of the tabby (EDA) dentition in the mouse mandible result from a defect in the mesio-distal segmentation of dental epithelium. *Orthod. Craniofacial Res.* **5**, 215-226 (2002).

35. Charles, C. *et al.* Distinct Impacts of Eda and Edar Loss of Function on the Mouse Dentition. *PLoS One* **4**, (2009).

36. Grüneberg, H. The molars of the tabby mouse, and a test of the 'single-active X-chromosome' hypothesis. *J. Embryol. Exp. Morphol.* **15**, 223-244 (1966).

37. Headon, D. J. *et al.* Gene defect in ectodermal dysplasia implicates a death domain adapter in development. *Nature* **414**, 913-916 (2001).

38. Ruiz-Perez, V. L. *et al.* Evc is a positive mediator of Ihh-regulated bone growth that localises at the base of chondrocyte cilia. *Development* **134**, 2903-2912 (2007).

39. Harada, H. *et al.* FGF10 maintains stem cell compartment in developing mouse incisors. *Development* **129**, 1533-1541 (2002).

40. Yokohama-Tamaki, T. *et al.* Cessation of Fgf10 signaling, resulting in a defective dental epithelial stem cell compartment, leads to the transition from crown to root formation. *Development* **133**, 1359-66 (2006).

41. Häärä, O. *et al.* Ectodysplasin regulates activator-inhibitor balance in murine tooth development through fgf20 signaling. *Dev.* **139**, 3189-3199 (2012).

42. Charles, C. *et al.* Modulation of Fgf3 dosage in mouse and men mirrors evolution of mammalian dentition. *Proc. Natl. Acad. Sci. U. S. A.* **106**, 22364-8 (2009).

43. Jussila, M. *et al.* Suppression of epithelial differentiation by Foxi3 is essential for molar crown patterning. *Development* **142**, 3954-63 (2015).

44. Matzuk, M. M. *et al.* deficient in follistatin. **374**, 354-356 (1995).

45. Wang, X. P. *et al.* Modulation of activin/bone morphogenetic protein signaling by follistatin is required for the morphogenesis of mouse molar teeth. *Dev. Dyn.* **231**, 98-108 (2004).

46. Ohazama, A. *et al.* Primary cilia regulate Shh activity in the control of molar tooth number. *Development* **136**, 897-903 (2009).

47. Mitsiadis, T. A., Graf, D., Luder, H., Gridley, T. & Bluteau, G. BMPs and FGFs target Notch signalling via jagged 2 to regulate tooth morphogenesis and cytodifferentiation. *Development* **137**, 3025-35 (2010).

48. Johnson, E. B., Hammer, R. E. & Herz, J. Abnormal development of the apical ectodermal ridge and polysyndactyly in Megf7-deficient mice. *Hum. Mol. Genet.* **14**, 3523-3538 (2005).

49. Ohazama, A. *et al.* Lrp4 Modulates Extracellular Integration of Cell Signaling Pathways in Development. *PLoS One* **3**, e4092 (2008).

50. Satokata, I. *et al.* Msx2 deficiency in mice causes pleiotropic defects in bone growth and ectodermal organ formation. *Nat. Genet.* **24**, 391-395 (2000).

51. Xu, X., Bringas, P., Soriano, P. & Chai, Y. PDGFR-_ signaling is critical for tooth cusp and palate morphogenesis. *Dev. Dyn.* **232**, 75-84 (2005).

52. Laugel-Haushalter, V. *et al.* RSK2 is a modulator of craniofacial development. *PLoS One* **9**, e84343 (2014).

53. Gritli-Linde, A. *et al.* Shh signaling within the dental epithelium is necessary for cell proliferation, growth and polarization. *Development* **129**, 5323-5337 (2002).

54. Kassai, Y. *et al.* Regulation of mammalian tooth cusp patterning by ectodin. *Science (80-. ).* **309**, 2067-2070 (2005).

55. Nakamura, T. *et al.* Transcription factor epiprofin is essential for tooth morphogenesis by regulating epithelial cell fate and tooth number. *J. Biol. Chem.* **283**, 4825-33 (2008).

56. Klein, O. D. *et al.* Sprouty Genes Control Diastema Tooth Development via Bidirectional Antagonism of Epithelial-Mesenchymal FGF Signaling. *Dev. Cell* **11**, 181-190 (2006).

57. Yang, J. *et al.* Taurodontism, variations in tooth number, and misshapened crowns in Wnt10a null mice and human kindreds. *Mol. Genet. Genomic Med.* **3**, 40-58 (2015).

58. Liu, M., Zhao, S., Lin, Q. & Wang, X.-P. YAP Regulates the Expression of Hoxa1 and Hoxc13 in Mouse and Human Oral and Skin Epithelial Tissues. *Mol. Cell. Biol.* **35**, 1449-1461 (2015).

59. Foster, B. L. *et al.* Tooth root dentin mineralization defects in a mouse model of hypophosphatasia. *J Bone Min. Res* **28**, 271-282 (2013).

60. Fukumoto, S. *et al.* Ameloblastin is a cell adhesion molecule required for maintaining the differentiation state of ameloblasts. *J. Cell Biol.* **167**, 973-983 (2004).

61. Gibson, C. W. *et al.* Amelogenin-deficient Mice Display an Amelogenesis Imperfecta Phenotype. *J. Biol. Chem.* **276**, 31871-31875 (2001).

62. Nakayama, Y., Holcroft, J. & Ganss, B. Enamel hypomineralization and structural defects in amelotin-deficient mice. *J. Dent. Res.* **94**, 697-705 (2015).

63. Biehs, B. *et al.* Bmi1 represses Ink4a/Arf and Hox genes to regulate stem cells in the rodent incisor HHS Public Access. *Nat Cell Biol* **15**, 846-852 (2013).

64. Sun, Y. *et al.* DMP1 processing is essential to dentin and jaw formation. *J. Dent. Res.* **90**, 619-624 (2011).

65. Lu, Y. *et al.* Rescue of odontogenesis in Dmp1-deficient mice by targeted re-expression of DMP1 reveals roles for DMP1 in early odontogenesis and dentin apposition in vivo. *Dev. Biol.* **303**, 191-201 (2007).

66. Feng, J. Q. *et al.* The dentin matrix protein 1 (Dmp1) is specifically expressed in mineralized, but not soft, tissues during development. *J. Dent. Res.* **82**, 776-780 (2003).

67. Sreenath, T. *et al.* Dentin Sialophosphoprotein Knockout Mouse Teeth Display Widened Predentin Zone and Develop Defective Dentin Mineralization Similar to Human Dentinogenesis Imperfecta Type III. *J. Biol. Chem.* **278**, 24874-24880 (2003).

68. Thyagarajan, T., Sreenath, T., Cho, A., Wright, J. T. & Kulkarni, A. B. Reduced Expression of Dentin Sialophosphoprotein Is Associated with Dysplastic Dentin in Mice Overexpressing Transforming Growth Factor-1 in Teeth. *J. Biol. Chem.* **276**, 11016-11020 (2000).

69. Hu, J. C.-C. *et al.* Enamel Defects and Ameloblast-specific Expression in *Enam* Knock-out */lacZ* Knock-in Mice. *J. Biol. Chem.* **283**, 10858-10871 (2008).

70. Zhang, H. *et al.* Generation of Evc2/Limbin global and conditional KO mice and its roles during mineralized tissue formation. *Genesis* **53**, 612-626 (2015).

71. Vogel, P. *et al.* Amelogenesis imperfecta and other biomineralization defects in Fam20a and Fam20c null mice. *Vet. Pathol.* **49**, 998-1017 (2012).

72. Takamori, K. *et al.* Epithelial Fibroblast Growth Factor Receptor 1 Regulates Enamel Formation. *J. Dent. Res.* **87**, 238-243 (2008).

73. de Vicente, J. C. *et al.* Impaired dental cytodifferentiation in Glial cell-line derived growth factor (GDNF) deficient mice. *Ann. Anat. - Anat. Anzeiger* **184**, 85-92 (2002).

74. Vogel, P. *et al.* Malformation of Incisor Teeth in Grem2-/-Mice. *Vet. Pathol.* **52**, 224-229 (2015).

75. Smith, C. E. *et al.* Effect of kallikrein 4 loss on enamel mineralization: comparison with mice lacking matrix metalloproteinase 20. *J. Biol. Chem.* **286**, 18149-18160 (2011).

76. Ryan, M. C., Lee, K., Miyashita, Y. & Carter, W. G. Targeted disruption of the LAMA3 gene in mice reveals abnormalities in survival and late stage differentiation of epithelial cells. *J. Cell Biol.* **145**, 1309-23 (1999).

77. Bartlett, J. D., Zhou, Z., Skobe, Z., Dobeck, J. M. & Tryggvason, K. Delayed Tooth Eruption in Membrane Type-1 Matrix Metalloproteinase Deficient Mice. *Connect. Tissue Res.* **44**, 300-304 (2003).

78. Holmbeck, K. *et al.* MT1-MMP-Deficient Mice Develop Dwarfism, Osteopenia, Arthritis, and Connective Tissue Disease due to Inadequate Collagen Turnover. *Cell* **99**, 81-92 (1999).

79. Caterina, J. J. *et al.* Enamelysin (matrix metalloproteinase 20)-deficient mice display an amelogenesis imperfecta phenotype. *J. Biol. Chem.* **277**, 49598-604 (2002).

80. Xie, F., Dai, Q., Liu, X. & Wang, J. Conditional knockout of conditional raptor/mTORC1 results in dentin malformation. *Front. Physiol.* **10**, 250 (2019).

81. Barron, M. J. *et al.* The cell adhesion molecule nectin-1 is critical for normal enamel formation in mice. *Hum. Mol. Genet.* **17**, 3509-20 (2008).

82. Jheon, A. H. *et al.* PERP regulates enamel formation via effects on cell-cell adhesion and gene expression. *J. Cell Sci.* **124**, 745-54 (2011).

83. Khonsari, R. H. *et al.* Multiple postnatal craniofacial anomalies are characterized by conditional loss of polycystic kidney disease 2 (Pkd2). *Hum. Mol. Genet.* **22**, 1873-1885 (2013).

84. Rios, H. *et al.* Periostin null mice exhibit dwarfism, incisor enamel defects, and an early-onset periodontal disease-like phenotype. *Mol. Cell. Biol.* **25**, 11131-44 (2005).

85. Rios, H. F. *et al.* Periostin is essential for the integrity and function of the periodontal ligament during occlusal loading in mice. *J. Periodontol.* **79**, 1480-90 (2008).

86. Irizarry, A. R. *et al.* Defective enamel and bone development in sodium-dependent citrate transporter (NaCT) Slc13a5 deficient mice. *PLoS One* **12**, e0175465 (2017).

87. Fukada, T. *et al.* The zinc transporter SLC39A13/ZIP13 is required for connective tissue development; its involvement in BMP/TGF-beta signaling pathways. *PLoS One* **3**, e3642 (2008).

88. Bouwman, P. *et al.* Transcription factor Sp3 is essential for post-natal survival and late tooth development. *EMBO J.* **19**, 655-61 (2000).

89. Bronckers, A. L. *et al.* The intramembrane protease SPPL2A is critical for tooth enamel formation. *J. Bone Miner. Res.* **28**, 1622-1630 (2013).

90. Thomas, B. L. *et al.* Role of Dlx-1 and Dlx-2 genes in patterning of the murine dentition. *Development* **124**, 4811-8 (1997).

91. Qiu, M. *et al.* Role of the Dlx homeobox genes in proximodistal patterning of the branchial arches: mutations of Dlx-1, Dlx-2, and Dlx-1 and -2 alter morphogenesis of proximal skeletal and soft tissue structures derived from the first and second arches. *Dev. Biol.* **185**, 165-84 (1997).

92. Beverdam, A. *et al.* Jaw transformation with gain of symmetry after Dlx5/Dlx6 inactivation: mirror of the past? *Genesis* **34**, 221-7 (2002).

93. Hardcastle, Z., Mo, R., Hui, C. C. & Sharpe, P. T. The Shh signalling pathway in tooth development: Defects in Gli2 and Gli3 mutants. *Development* **125**, 2803-2811 (1998).

94. Denaxa, M., Sharpe, P. T. & Pachnis, V. The LIM homeodomain transcription factors Lhx6 and Lhx7 are key regulators of mammalian dentition. *Dev. Biol.* **333**, 324-336 (2009).

95. Fleischmann, A. *et al.* Fra-1 replaces c-Fos-dependent functions in mice. *Genes Dev.* **14**, 2695-700 (2000).

96. Alfaqeeh, S. *et al.* Root and Eruption Defects in *c-Fos* Mice Are Driven by Loss of Osteoclasts. *J. Dent. Res.* **94**, 1724-1731 (2015).

97. Grüneberg, H. Grey-lethal, a new mutation in the house mouse. *J. Hered.* **27**, 105-109 (1936).

98. Philbrick, W. M., Dreyer, B. E., Nakchbandi, I. A. & Karaplis, A. C. Parathyroid hormone-related protein is required for tooth eruption. *Proc. Natl. Acad. Sci. U. S. A.* **95**, 11846-11851 (1998).

99. Bronckers, A. L. J. J. *et al.* Murine ameloblasts are immunonegative for Tcirg1, the v-H-ATPase subunit essential for the osteoclast plasma proton pump. *Bone* **50**, 901-8 (2012).

100. Dickson, K. M., Bhakar, A. L. & Barker, P. A. TRAF6-dependent NF-kB transcriptional activity during mouse development. *Dev. Dyn.* **231**, 122-127 (2004).

101. Lomaga, M. A. *et al.* TRAF6 deficiency results in osteopetrosis and defective interleukin-1, CD40, and LPS signaling. *Genes Dev.* **13**, 1015-24 (1999).

102. Naito, A. *et al.* Severe osteopetrosis, defective interleukin-1 signalling and lymph node organogenesis in TRAF6-deficient mice. *Genes Cells* **4**, 353-62 (1999).

**Table S1.** Genes that are dispensable for mouse tooth development. Published information indicate that although these genes are expressed during mouse molar development, their null mutations have no detectable effects on the tooth phenotype. Only genes having read counts greater than zero in our RNAseq data were included.

| Mouse Ensembl ID | Gene  name | Mouse Ensembl ID | Gene  name | Mouse Ensembl ID | Gene  name |
| --- | --- | --- | --- | --- | --- |
| 00000019256 | *Ahr* | 00000005320 | *Fgfr4* | 00000029838 | *Ptn* |
| 00000022636 | *Alcam* | 00000027004 | *Frzb* | 00000068748 | *Ptprz1* |
| 00000004655 | *Aqp1* | 00000030795 | *Fus* | 00000004768 | *Rab23* |
| 00000028435 | *Aqp3* | 00000022297 | *Fzd6* | 00000042453 | *Reln* |
| 00000024411 | *Aqp4* | 00000025407 | *Gli1* | 00000030110 | *Ret* |
| 00000044217 | *Aqp5* | 00000034220 | *Gpc1* | 00000025158 | *Rfng* |
| 00000032204 | *Aqp9* | 00000029510 | *Gpc2* | 00000070691 | *Runx3* |
| 00000000142 | *Axin2* | 00000048001 | *Hes5* | 00000039656 | *Rxrb* |
| 00000004892 | *Bcan* | 00000064325 | *Hhip* | 00000015843 | *Rxrg* |
| 00000074483 | *Bglap* | 00000078735 | *Il11ra* | 00000020592 | *Sdc1* |
| 00000029335 | *Bmp3* | 00000026638 | *Irf6* | 00000025743 | *Sdc3* |
| 00000032179 | *Bmp5* | 00000001504 | *Irx2* | 00000017009 | *Sdc4* |
| 00000039004 | *Bmp6* | 00000031734 | *Irx3* | 00000057969 | *Sema3b* |
| 00000025217 | *Btrc* | 00000021604 | *Irx4* | 00000034684 | *Sema3f* |
| 00000061048 | *Cdh3* | 00000031738 | *Irx6* | 00000027996 | *Sfrp2* |
| 00000023067 | *Cdkn1a* | 00000022817 | *Itgb5* | 00000025020 | *Slit1* |
| 00000044303 | *Cdkn2a* | 00000019899 | *Lama2* | 00000056427 | *Slit3* |
| 00000022037 | *Clu* | 00000019846 | *Lama4* | 00000045871 | *Slitrk6* |
| 00000001506 | *Col1a1* | 00000029570 | *Lfng* | 00000025323 | *Sp4* |
| 00000031502 | *Col4a1* | 00000023845 | *Lnpep* | 00000056222 | *Spock1* |
| 00000032911 | *Cspg4* | 00000036295 | *Lrrn3* | 00000029304 | *Spp1* |
| 00000032482 | *Cspg5* | 00000027239 | *Mdk* | 00000061762 | *Tac1* |
| 00000062432 | *Cyp26c1* | 00000018169 | *Mfng* | 00000032011 | *Thy1* |
| 00000028519 | *Dab1* | 00000027820 | *Mme* | 00000001131 | *Timp1* |
| 00000019929 | *Dcn* | 00000050578 | *Mmp13* | 00000017466 | *Timp2* |
| 00000026131 | *Dst* | 00000043613 | *Mmp3* | 00000030516 | *Tjp1* |
| 00000028017 | *Egf* | 00000017737 | *Mmp9* | 00000034917 | *Tjp3* |
| 00000038418 | *Egr1* | 00000019982 | *Myb* | 00000025215 | *Tlx1* |
| 00000028289 | *Epha7* | 00000005125 | *Ndrg1* | 00000028364 | *Tnc* |
| 00000006369 | *Fbln1* | 00000048616 | *Nog* | 00000060548 | *Tnfrsf19* |
| 00000064080 | *Fbln2* | 00000038146 | *Notch3* | 00000026875 | *Traf1* |
| 00000036585 | *Fgf1* | 00000025969 | *Nrp2* | 00000022996 | *Wnt10b* |
| 00000037225 | *Fgf2* | 00000032855 | *Pkd1* |  |  |
| 00000027208 | *Fgf7* | 00000028681 | *Ptch2* |  |  |

**Table S2.** Descriptive statistics of the expression of different gene categories. Developmental-process category is based on Gene ontology 0032502 criteria and Other-category includes all the remaining protein coding genes.

**Table S3.** Permutation tests for microarray, RNAseq and scRNAseq expression levels of progression, shape, and double categories compared to tissue, dispensable, developmental process, and other-gene categories. These are permutation tests of differences between group medians (*p*-values of one-tailed significance levels obtained using 10 000 permutations).

| Embryonic  Day/Patform | Gene  category | Tissue | Dispensable | Developmental  process | Other |
| --- | --- | --- | --- | --- | --- |
| **Microarray** |  |  |  |  |  |
| E13 mouse | Progression | 0.0098 | 0.0426 | 0.0003 | 0.0000 |
|  | Shape | 0.0689 | 0.0901 | 0.0010 | 0.0000 |
|  | Double | 0.0978 | 0.1945 | 0.0322 | 0.0039 |
| E14 mouse | Progression | 0.0028 | 0.0466 | 0.0000 | 0.0000 |
|  | Shape | 0.0027 | 0.0345 | 0.0001 | 0.0000 |
|  | Double | 0.1743 | 0.5010 | 0.1072 | 0.0132 |
| **RNAseq** |  |  |  |  |  |
| E13 mouse | Progression | 0.0379 | 0.0059 | 0.0370 | 0.0565 |
|  | Shape | 0.8391 | 0.5138 | 0.2468 | 0.1082 |
|  | Double | 0.3008 | 0.2425 | 0.1637 | 0.1533 |
| E14 mouse | Progression | 0.0199 | 0.0299 | 0.0339 | 0.0608 |
|  | Shape | 0.6456 | 0.4646 | 0.1211 | 0.0759 |
|  | Double | 0.3229 | 0.2751 | 0.1425 | 0.1416 |
| E16 mouse | Progression | 0.0240 | 0.0302 | 0.0312 | 0.0649 |
|  | Shape | 0.5935 | 0.3100 | 0.0886 | 0.0770 |
|  | Double | 0.3436 | 0.1464 | 0.1040 | 0.1349 |
| E15 rat | Progression | 0.0451 | 0.0513 | 0.0493 | 0.0426 |
|  | Shape | 0.5185 | 0.4038 | 0.2286 | 0.0780 |
|  | Double | 0.4984 | 0.3395 | 0.2507 | 0.1524 |
| E17 rat | Progression | 0.0443 | 0.0242 | 0.0382 | 0.0335 |
|  | Shape | 0.6503 | 0.3759 | 0.1520 | 0.0505 |
|  | Double | 0.7371 | 0.5851 | 0.3048 | 0.1677 |
| **scRNAseq** |  |  |  |  |  |
| E14 mouse | Progression | 0.0146 | 0.0071 | 0.0310 | 0.0295 |
|  | Shape | 0.9968 | 0.9087 | 0.7788 | 0.1357 |
|  | Double | 0.1233 | 0.0683 | 0.1262 | 0.0939 |

**Table S4.** Pathway genes used to compare expression levels. Genes marked to belong into more than one pathway were tabulated only once in the calculations. The FGF pathway includes also EGF pathway genes. LG = ligand, RC = receptor, IC = intracellular cofactor, TF = transcription factor.

**Table S5.** Descriptive statistics of the number of cells in which different gene types are expressed. The number of analyzed cells was 30930 for E14 mouse scRNAseq.

| Type | *n* | Median | Mean | Range | SD |
| --- | --- | --- | --- | --- | --- |
| **Progression and shape category genes** | | |  |  |  |
| Ligand | 13 | 4585.0 | 7765.77 | 386–25360 | 7440.31 |
| Receptor | 7 | 13879.0 | 12897.14 | 607–23912 | 8261.00 |
| Transcription factor | 11 | 14165.0 | 13215.91 | 531–24359 | 8816.32 |
| Intracellular | 12 | 14522.0 | 15296.67 | 4247–30260 | 8741.45 |
| **Progression and shape category pathway genes** | | | |  |  |
| Ligand | 65 | 2308.0 | 4020.12 | 2–25360 | 5211.06 |
| Receptor | 38 | 8071.5 | 9437.92 | 101–27666 | 7831.50 |
| Transcription factor | 34 | 12832.0 | 12492.38 | 290–28213 | 8142.03 |
| Intracellular | 129 | 11919.0 | 12944.92 | 474–30770 | 8014.32 |

How the deposited data were processed for this re-analysis (not part of the article)

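RNAseq libraries of single mouse molar tooth germs were analyzed, 7 teeth each of E13, E14, and E16 from 7, 6, and 5 embryos, and 6 teeth of E15 from 6 embryos. The stage, embryo, and side of each tooth were taken from the sample labels, and the names E13, E14, and E16 from the paper. The authors evaluated and filtered the reads with FastQC, AfterQC, and Trimmomatic, aligned them with STAR to GRCm38 and Ensembl release 90, and made the deposited counts per gene with HTSeq. These counts are whole numbers without normalization for 52636 genes, and the table has no lines for unassigned reads. A second table deposited by the authors holds estimated counts per gene made with salmon for 14185 genes of the E13, E15, and E16 teeth, in whole numbers; the version, the index, and the choice of genes are not named in the paper's text. The microarray, rat, and single-cell data of the paper are not analysed here.

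The totals per library are given with the description of the libraries, and for the E15 teeth they ranged from 17572427 to 22792374 estimated counts with a median of 20198878. Beyond the counting error, the edgeR fit estimated a coefficient of variation of 21.2% between teeth, so that the teeth and not the depth limit the precision of all but weakly expressed genes. Gene names, biotypes, coordinates, exon lengths, and GC content were taken from the GENCODE annotation of GRCm38, in which 233 identifiers of the count table are absent. Keystone genes were taken from the gene lists of the paper by their Ensembl identifiers, and pathway genes from Table S4.

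For the category levels, DESeq2 (version 1.42.0) size factors were estimated over the 21 libraries of E13, E14, and E16, and separately over the 20 libraries of the salmon table, so that E15 was compared only within its own table. Levels are log2(normalized count + 1), with the median over the teeth of a stage for each gene and the median over genes for each category. Categories were compared with one-sided permutation tests of the difference between medians (100000 permutations of genes, smallest p 1e-05), and pathway sets with the share of 100000 random gene sets of the same size whose median was as high. The category medians of single teeth were compared between stages with exact permutation tests over all 3432 splits of 7 against 7 teeth, two-sided. Genes changed between stages were found with the quasi-likelihood test of edgeR (version 4.0.16) in R 4.3.3, on the HTSeq counts of the 21 libraries in one fit with a factor for stage, TMM normalization, and the filterByExpr filter, which kept 19101 genes, at an adjusted p below 0.05. Sets of genes were tested in this fit with fry of limma (version 3.58.1). The p values were adjusted with the Benjamini-Hochberg method within each family of comparisons. The spread between teeth was measured as the ratio of the dispersion of a gene to the trend of dispersions on expression, and compared between categories with two-sided permutation tests. Permutations and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9.

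The tests were tested on simulated data. With 196 of 18846 genes changed by known amounts at E14 in counts simulated for the 21 libraries, the edgeR test of E13 and E14 recovered 72.4% of them. It recovered 84.0% of those changed by at least 1 on the log2 scale, with 5 false calls. The recovered shares were 69.1% of 194 genes for E14 and E16 and 61.4% of 197 genes for E13 and E16. False calls were 3.40% of 147 calls for E13 and E14 and 0.741% of 135 calls for E14 and E16. For E13 and E16 they were 8 of 129 calls (6.20%), a share above the threshold of 0.05. The simulated counts varied independently between genes, with no library that deviated as a whole as the left tooth of embryo 3 at E16 did. Far fewer genes were changed than the 3767 of 19101 called between E13 and E14 in the real data. These shares may therefore not hold for the real tests. In permutation tests on gene sets drawn from the real levels, between 5% and 6% of sets without an effect passed an unadjusted 0.05.

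The sample groups, tests, and alternatives were set before the data were examined, except for those named in the closing section. The alternatives were TMM in place of size factors, a pseudocount of 0.1, the mean of log2 values or of normalized counts in place of the median, a filter of at least 10 counts in at least 7 libraries, division by gene length, other sets of background genes, the salmon table, averages over embryos, gene lists without conditional mutants, teeth of one embryo summed or 1 tooth taken per embryo, DESeq2 in place of edgeR, genes with any count in place of the filterByExpr filter, side or embryo number as a further factor, pathway pools without the tested genes or without ligands, the E13 and E16 libraries for the pathway comparisons, the SD of log2 values for the spread, and each tooth left out in turn. Genes named in the text are those that the paper names in its results and discussion, the highest and lowest gene of each category at each stage by median (the first listed where several had a median of 0), and, for each pair of stages, the genes with the largest changes among those past the threshold whose teeth do not overlap between stages, as 5 genes of the progression, shape, double, tissue, and dispensable categories, 3 progression genes, 3 shape genes, and the 3 largest rises and falls of all genes averaging at least 1 CPM. Teeth of a stage were also compared for library composition, and a library stands apart in the closing section when its distance to the nearest of the others, as a share of the whole range, exceeds the critical value of Dixon's test. The tests planned for the 6 pathways together were not run, the list of developmental-process genes is not used here, and Table S4 is used for the Wnt, Tgfβ, Fgf, and Hh families only, since the copy used here lists 269 genes where the paper gives 272.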

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

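The tests of possible causes for the E16 and E15 teeth, the narrowing of category differences, and the counts and category medians without 1 tooth, the tests on the salmon table, the comparison of progression with shape medians, and the splits between E13 and E14 were chosen only after the result was seen. The splits for the other pairs of stages and the tests on the E13 tooth were written first, and the comparisons with the dispensable genes, the E15 comparisons, and the counts of changed genes were planned.

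The left tooth of embryo 3 at E16 stood apart from the other 6 E16 teeth in 9 measures. Its medians were 11.82 for the progression, 9.73 for the double, 9.70 for the tissue, 9.34 for the dispensable, and 7.09 for the other genes, the lowest of the 7 teeth in each case. Its double median was only 0.034 above the tissue, 0.39 above the dispensable, and 2.64 above the other genes. The SD of its deviations from the median of the other E16 teeth was 0.711 over 11612 protein-coding genes, against 0.268 at most in the other 20 libraries. Over the 4 stages, 13 of 110 groups of teeth held such a library, where chance gives about 1 in 20 groups, or 5.5, and 9 of the 13 are this tooth. The measures share genes and are not independent. Low depth is argued against as the cause, since the other E16 teeth thinned to the total of this tooth had SDs of at most 0.278. The deviations were related to GC content (Spearman's rho across genes -0.62, against -0.43 to 0.54 in the other libraries), but after removal of the GC trend the SD was 0.563, with at most 0.267 in the others, and the difference between double and dispensable medians was 0.50 after GC correction, with 1.36 to 2.04 in the other E16 teeth. Transcript length gave a rho of 0.089, within the range of -0.27 to 0.25 of the other libraries. Of 469 genes of middle GC content that part the other E16 teeth from the E14 teeth, 66.3% placed it on the E16 side, compared to 86.9% to 95.5% for the other E16 teeth and 4.72% to 18.1% for E14 teeth, which argues against an E14 tooth with an E16 label. A younger E16 embryo, another share of surrounding tissue, or degraded RNA remain open and were not tested.

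The right tooth of embryo 7 at E16 had 74.1% of its counts on protein-coding genes, and its 10 most abundant genes took 23.8% of its counts, against at most 12.8% in the other E16 teeth. Without Gm26917, Gm42418, CT010467.1, Gm23935, and Mir6236, 5 genes chosen after the share was seen that took 20.7% of its counts, the protein-coding share was 93.5%, within the 88.2% to 94.5% of the other E16 teeth. The choice of the genes fixed this outcome, and it tests no cause. Of the 5 genes, Gm42418 (11.4%), Gm23935 (2.86%), and Mir6236 (2.52%) took larger shares than in any other E16 tooth, whereas Gm26917 (3.67%) and CT010467.1 (0.321%) lay within the range of these teeth. Genes annotated as ribosomal RNA took 0.365%, within the 0.113% to 0.667% of the others. Whether RNA from ribosomal repeats lowered the share remains open, and no biological explanation was tested.

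The right tooth of embryo 5 at E13 had a progression median of 12.13, below the 12.22 to 12.26 of the other 6 teeth. After GC correction its gap to the nearest tooth was 0.357 of the range, and it no longer stood apart, whereas with TMM factors the gap was 0.658 of the range and it still did. The choice of size factors is thus argued against, and GC content may account for the value. The right tooth of embryo 4 at E15 had an SD of deviations of 0.655 from the other 5 E15 teeth. This SD fell to 0.508 after removal of the GC trend, with 0.476 at most in the others and a gap of 0.286 of the range. GC content may thus account for the distance of this tooth too, but the E15 teeth were not an even group. Between the teeth of embryos 1, 3, and 4 and those of embryos 5, 6, and 8, the chi-square per degree of freedom was 131 to 289. It was 13.1 to 91.8 within the first set and 20.9 to 30.4 within the second. Mitochondrial genes took 0.471% to 1.99% and 6.66% to 7.82% of the counts. This grouping was made after the values were seen, and its cause was not tested.

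The difference between the progression and dispensable medians of single teeth fell by 0.37 from E13 to E14, fell by 0.27 from E14 to E16, and fell by 0.64 from E13 to E16 (exact permutation tests, adjusted p = 0.0016 for each), and no tooth of one stage overlapped the other. The difference between progression and shape medians changed by -0.44, -0.32, and -0.77 over the same intervals (exact permutation tests, adjusted p = 0.0016, 0.00296, and 0.0016), with overlap of teeth only between E14 and E16. The difference between double and dispensable medians fell by 0.25 from E13 to E14 (exact permutation test, adjusted p = 0.0192), with overlap of teeth. The narrowing between progression and shape genes from E13 to E16 was -0.74 after GC correction and between -0.40 and -0.92 with each gene of both categories left out in turn, which argues against GC content and any single gene as the whole cause. It was -0.77 with a pseudocount of 0.1, but the category medians are too high for a pseudocount to move them, and an effect of weakly expressed genes remains open. Without the left tooth of embryo 3 at E16, the changes from E14 and from E13 to E16 were -0.27 and -0.65 for progression and dispensable and -0.31 and -0.75 for progression and shape medians (exact permutation tests, adjusted p = 0.00113 for each except 0.00481 for progression and shape from E14). With the mean over genes in place of the median, however, the progression and dispensable difference rose by 0.033 from E13 to E14 and changed by -0.047 from E13 to E16, so that this narrowing may describe the middle of each category and not all of its genes. The progression and shape difference narrowed under this mean too from E13 to E14 (-0.34) and from E13 to E16 (-0.40, exact permutation tests, adjusted p = 0.00192 for both), but not past the threshold from E14 to E16 (-0.061, exact permutation test, adjusted p = 0.361). An effect of the stage on the cell types of the tooth was not tested.

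The E15 teeth, which the paper does not report for the mouse, were compared within the salmon table. The values in this paragraph pool the teeth of embryos 1, 3, and 4 with those of embryos 5, 6, and 8. Between these sets the progression medians (12.44 to 12.49 and 12.66 to 12.70) did not overlap. Nor did the shape medians (10.38 to 10.53 and 10.03 to 10.28). The progression median was 1.86 above the tissue, 2.38 above the dispensable, and 3.57 above the other genes (permutation tests, adjusted p = 0.011, 0.00081, and 9e-05), and these differences were above 0 in 6 of 6 teeth. The shape median was 1.14 and the double median 1.93 above the other genes (permutation tests, adjusted p = 0.0149 and 0.011), in 6 of 6 teeth. The other comparisons did not pass the threshold. The shape median differed by -0.57 from the tissue median (permutation test, adjusted p = 0.72), with 0 of 6 teeth above 0, and by -0.05 from the dispensable median (permutation test, adjusted p = 0.522), although within single teeth the latter difference was 0.242 ± 0.209 (SD, n = 6) and above 0 in 5 of 6 teeth. The double median was 0.22 above the tissue and 0.74 above the dispensable genes (permutation tests, adjusted p = 0.45 and 0.306), in 6 of 6 teeth. Whether E15 differs from the other stages was not tested.

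The paper does not report the genes changed between stages. Of 19101 genes, 3767 changed between E13 and E14, 5370 between E14 and E16, and 7887 between E13 and E16 in the edgeR test, of which 2150, 2870, and 4135 rose. Without the left tooth of embryo 3 at E16 the counts were 5855, 6605, and 9366. Of 100 splits of the 14 teeth into 7 and 7, 1 gave as many changed genes for each pair of stages, the real one, and the highest counts of the others were 392, 1043, and 2750, which argues against chance. Every tooth of one stage lay above every tooth of the other for 1895, 2067, and 3578 genes, where chance gives 0.0583% of genes. The rise from 3767 to 5855 between stages that do not hold the omitted tooth is not explained by 1 library fewer, since leaving out another E16 tooth gave at most 1.00 times the count. The coefficient of variation shared by all stages fell from 21.2% to 17.2% without this tooth and was 21.1% to 21.7% without any other E16 tooth, consistent with its deviation raising the spread estimate.

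In the 14 teeth of both tables, 104 genes had a mean of at least 100 salmon counts and below 1 HTSeq count. Of these, 65 are olfactory receptor genes, 5 vomeronasal receptor genes, and 3 mitochondrial genes, and they took 1.21% of the salmon counts. Mt-Atp6 had a mean of 63489 salmon and 0.357 HTSeq counts, Ccnb1ip1 48460 and 0.357, mt-Co3 34674 and 0, Olfr639 9974 and 0.214, and Olfr1247 7433 and 0.0714. These 5 were chosen after their values were seen. Overlap with another gene was found for 32.7% of the 104 genes and for 56.7% of 1000 genes with at least 100 counts in both tables, which argues against overlap as the reason for most of the genes. By counts, however, genes that overlap another gene held 77.4% of the salmon counts of the 104 genes and 64.6% of those of the 1000 genes. For mt-Co3, which shares 1 of its 784 exon bases (0.128%) with another gene in the annotation used here, overlap is argued against, since reads on its other bases would have been counted, and Olfr1247 overlaps no gene. Mt-Atp6, Ccnb1ip1, and Olfr639 share 6.46%, 12.4%, and 3.70% of their exon bases. Where the reads lie on such genes cannot be read from the counts, so overlap remains open for the overlapping genes besides mt-Co3, which held 62.5% of the counts of the 104 genes. Reads shared with other copies and another transcript annotation remain open for all 104 genes, and no biological explanation was tested.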

How the results depend on the processing

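The GC-corrected fits, the difference between progression and shape medians, the gene set tests in alternative fits, the E15 comparisons, the changes of category medians, and the spread with a tooth left out, the other genes limited to curated transcripts, and all pathway comparisons except that of the progression genes are tests chosen only after the result was seen.

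For the categories at E13, E14, and E16, 240 of the values under alternatives kept their direction and side of the threshold, 21 came past it, 14 no longer passed it, and 13 reversed. All 189 values with a tooth left out kept both. The cause of the changes below was not tested, unless the construction of the alternative shows it. With means of normalized counts on the linear scale, where single abundant genes weigh most, the progression differences at E13, E14, and E16 no longer passed for the tissue genes (3195, 3711, 3922) and the dispensable genes (3207, 3429, 3039), nor did the shape differences to other genes (1293, 1491, 1741) and the double differences to other genes (1992, 2122, 2112). On this scale the shape differences reversed to -426, -449, and -343 for tissue and to -414, -731, and -1226 for dispensable genes, and the double differences to dispensable genes to -100.3 at E14 and -855 at E16. With means of log2 values, in the order E13, E14, and E16, the double differences came past the threshold for tissue (2.66, 2.84, 2.77) and dispensable genes (1.91, 1.88, 1.74), and the shape differences at E14 and E16 for tissue (2.25, 2.30) and dispensable genes (1.29, 1.27). Division by gene length had the same effect for double against tissue at E13 (2.46) and E14 (2.47), double against dispensable at E13 (2.18) and E14 (2.25), shape against tissue at E14 (1.36), and shape against dispensable at E14 (1.14). Lists without conditional mutants did so for double against tissue (2.53, 2.77, 2.76) and shape against tissue at E14 (2.07) and E16 (1.60). With the low-count filter, which left the shape medians as they were and raised the tissue medians to 10.50, 10.74, and 11.04, shape against tissue reversed to -0.71, -0.20, and -0.31, and shape against other genes at E13 (0.67) no longer passed. With the salmon table, which lists fewer genes, shape against tissue reversed to -0.50 at E13 and -0.089 at E16, and shape against other genes at E13 (0.76) no longer passed.

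At E15, 17 values under alternatives kept direction and side. On the linear scale the progression differences to tissue (3253), dispensable (3109), and other genes (5335), the shape difference to other genes (968), and the double difference to other genes (1278) no longer passed, and the double differences to tissue (-804) and dispensable genes (-948) reversed. With means of log2 values, the shape differences to tissue (0.64) and dispensable genes (0.59) reversed, and with the low-count filter double against tissue reversed (-0.043). With each tooth left out in turn, shape against dispensable ranged from -0.060 to 0.18.

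For changes of category medians between stages, 127 values kept direction and side. Under the mean over genes, the progression and dispensable difference reversed to 0.033 from E13 to E14 and no longer passed from E14 to E16 (-0.080) and from E13 to E16 (-0.047), and progression and shape no longer passed from E14 to E16 (-0.061). Under the same mean, shape and dispensable came past the threshold from E13 to E14 (0.37) and E13 to E16 (0.35) and reversed from E14 to E16 (-0.019), tissue and dispensable (-0.25) and the progression level (0.57) came past it from E13 to E16, and from E14 to E16 the progression level (0.083), the double level (-0.043), and double and dispensable (-0.21) reversed. Double and dispensable no longer passed from E13 to E14 under this mean (-0.039), and reversed from E14 to E16 with teeth of an embryo averaged (-0.034). With TMM the other genes no longer passed from E13 to E14 (0.045), and with the salmon table shape and dispensable came past from E13 to E16 (0.36). With each tooth left out in turn, 449 values kept both, 10 came past the threshold, and 3 reversed. Their ranges from E14 to E16 were -0.12 to 0.0064 for the progression, 0.20 to 0.32 for the shape, 0.16 to 0.55 for the double, 0.10 to 0.18 for the tissue, and 0.16 to 0.28 for the dispensable level, and -0.0012 to 0.27 for double and dispensable. From E13 to E16 they were 0.075 to 0.21 for the progression and 0.48 to 0.87 for the double level, -0.26 to 0.019 for double and dispensable, and -0.21 to -0.11 for tissue and dispensable. The highest value of each but the last was without the left tooth of embryo 3 at E16, where the call or direction changed. It changed also for the shape level from E14 to E16 without the right tooth of embryo 2 or 5 at E14 (0.28 for each), double and dispensable from E14 to E16 without the left tooth of embryo 6 at E16, and tissue and dispensable without the right tooth of embryo 1 at E13.

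The number of genes changed stayed within 1.5 times under 19 alternatives. DESeq2 gave 4338, 5859, and 8502 genes for E13 to E14, E14 to E16, and E13 to E16, of which 3762, 5306, and 7735 were also called by edgeR. With each tooth left out in turn, the counts were 3077 to 5855, 4836 to 6605, and 7227 to 9366, and the highest count of each was without the left tooth of embryo 3 at E16. GC correction together with this omission gave 6378 for E13 to E14. Teeth of different stages with the same embryo number correlated above 0.1 in their deviations from the stage means in 8 of 15 pairs (median r 0.11), and teeth with other numbers in 38 of 132 pairs (median r -0.02). The labels name no link between these embryos and not every pair correlated, so the numbers were not taken as pairs. The replicate block on them gave 1677, 4843, and 5210 genes.

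In the gene set test fry, the progression and shape categories rose from E13 to E14 (adjusted p = 3.88e-05 and 0.000115) and from E13 to E16 (1.32e-05 for both). The tissue (adjusted p = 0.00034 and 4.13e-06) and dispensable genes (1.88e-05 and 5.18e-07) rose over the same intervals, so the rise was not particular to the progression and shape genes. Neither the progression nor the shape genes passed from E14 to E16 (adjusted p = 0.419 and 0.184), where without the left tooth of embryo 3 they did (adjusted p = 0.00451 and 2.28e-07). The tissue and dispensable genes rose past the threshold over this interval (adjusted p = 0.0471 for both). For each, this call was kept in 17 of 21 fits with a tooth left out. The double genes rose from E13 to E14 without passing (fry, adjusted p = 0.248). With each tooth left out, this adjusted p ranged from 0.000396 to 0.347. From E14 to E16 fry put the shape category up, whereas the median log2 fold change of its genes was -0.03. For the double category from E13 to E16 fry pointed down without passing (adjusted p = 0.537). The median log2 fold change of its genes was also below 0 (-0.14). The category median of single teeth, a different measure, rose by 0.58 (exact permutation test, adjusted p = 0.137). With each tooth left out, its unadjusted fry p ranged from 0.0541 to 0.235 for E14 to E16 and from 0.000164 to 0.715 for E13 to E16. Without the left tooth of embryo 3, both directions reversed, with adjusted p of 0.226 and 0.000164 from fry of limma.

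For the pathways, 21 values kept direction and side. The shape genes that are not ligands came past the threshold with the E13 (1.09) and E16 libraries (0.97), gene length (0.98), means of log2 values (1.47), and a pool without the tested genes (0.87). All shape genes came past it with means of log2 values (0.89) and reversed with the E13 libraries (-0.27). The 12 values for shape ligands under alternatives kept direction and side. Tests of the 6 pathways and the salmon table for E14 were not run, since the copy of the table holds fewer genes than the paper gives and the salmon table has no E14 teeth.

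For the spread between teeth, 17 values kept direction and side. Double against other genes no longer passed with GC correction (0.72), 1 tooth per embryo (0.73), and residual SDs (0.093), progression against other genes reversed with GC correction (0.35) and residual SDs (0.012), and double against dispensable genes with 1 tooth per embryo (-0.10) and residual SDs (-0.0058). With each tooth left out, the differences to other genes ranged from -0.076 to 0.27 for progression, 0.39 to 0.58 for shape, 0.52 to 0.97 for double, and -0.039 to 0.33 for tissue genes, and without the left tooth of embryo 3 neither the shape (0.39) nor the double difference (0.52) passed.

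For named genes, 843 of 872 calls under alternatives kept direction and side. At this depth 3348 of the other protein-coding genes had no count in any library.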

Differences from the paper's values

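No test in this part was chosen after the result was seen. The paper gives an average of 63 M reads per mouse library, and the counts on genes averaged 23.6 M. These are reads before and after assignment to genes, and no alternative set before the data were examined changes the total.

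The other differences are between the p values of Table S3 and those of the permutation tests here, with the paper's value first in each pair. For progression against tissue genes the pairs were 0.0379 and 0.00062 at E13, 0.0199 and 5.0e-05 at E14, and 0.0240 and 0.00135 at E16. For progression against dispensable genes they were 0.0059 and 0.00047, 0.0299 and 0.00162, and 0.0302 and 0.00272, in the same order of stages. Against other genes the paper's 0.0565, 0.0608, and 0.0649 stand beside 1.0e-05 at each stage, the smallest the permutations can give. Of these 9, only progression against tissue at E16 fell within 1.5 times the paper's p under an alternative set before the data were examined (means on the linear scale, p = 0.0189).

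For shape against tissue genes the pairs were 0.8391 and 0.362 at E13, 0.6456 and 0.23 at E14, and 0.5935 and 0.234 at E16. The means on the linear scale and the low-count filter came within 1.5 times at each stage, and the salmon table at E13 and E16. For shape against dispensable genes they were 0.5138 and 0.224, 0.4646 and 0.197, and 0.3100 and 0.192. The means on the linear scale came within 1.5 times at E13 and E14, the low-count filter and the salmon table at E13 and E16, and the lists without conditional mutants at E16. For shape against other genes they were 0.1082 and 0.00176, 0.0759 and 2.0e-05, and 0.0770 and 2.0e-05 in these permutation tests, and the low-count filter (p = 0.0911) and the salmon table (p = 0.0753) came within 1.5 times at E13 only.

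The paper's supplement gives 10 double genes with expression data, where 11 were used here, of which the salmon table lists 10. For double against tissue genes the pairs were 0.3008 and 0.0584 at E13, 0.3229 and 0.0668 at E14, and 0.3436 and 0.0792 at E16. The means on the linear scale came within 1.5 times at each stage, and the low-count filter and the salmon table at E13 and E16. For double against dispensable genes they were 0.2425 and 0.0667, 0.2751 and 0.107, and 0.1464 and 0.047. The means on the linear scale came within 1.5 times at E13 and E14, the low-count filter at E13, and the salmon table at E13 and E16. For double against other genes they were 0.1533 and 0.00092, 0.1416 and 0.00028, and 0.1349 and 2.0e-05, and none of the alternatives came within 1.5 times. The remaining alternatives set before the data were examined, including TMM, the pseudocount of 0.1, means of log2 values, gene length, all named genes as other genes, averages over embryos, and each tooth left out, did not come within 1.5 times for any of the 27 comparisons.

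The paper ranks the difference of the progression category to the tissue genes above that to the dispensable genes, whereas here it was 2.89 and 3.25 at E13, 2.65 and 2.74 at E14, and 2.11 and 2.31 at E16. The paper ranks them by p values over several data sets, and by the permutation p here the tissue comparison was the stronger at E14 and E16 and the weaker at E13. The paper's own RNAseq p values have this same order at each of these stages, so the ranking differs only by the size of the difference. It states that gene length leaves the patterns of expression unchanged, and here division by exon length raised the comparisons past the threshold from 3 to 5 of 9 for the shape and from 3 to 7 of 9 for the double category. For the progression genes within their 4 families, its text and the legend of Fig. 6 give different p values, and here the permutation p was 1e-05, the smallest it can give.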

Other observations

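The tests of the spread between teeth without single teeth and with GC correction were chosen only after the result was seen, as were the comparisons of gene identifiers.

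The hypothesis that categories differ in their spread between teeth was tested with the dispersion of each gene relative to genes of like expression. Shape genes were above the other protein-coding genes by 0.55 on the log2 scale (permutation test, two-sided, p = 0.00245, adjusted p = 0.0098 over 8 comparisons) and double genes by 0.94 (permutation test, p = 0.0021, adjusted p = 0.0098). Against the dispensable genes, whose median spread was also above that of the other genes in a comparison that was not tested, the differences were -0.24 for the shape and 0.15 for the double genes (permutation tests, p = 0.471 and 0.664). Progression genes differed from the other genes by -0.02 (permutation test, p = 0.939) and from the dispensable genes by -0.81 (permutation test, p = 0.048, adjusted p = 0.129). Without the left tooth of embryo 3 at E16 the adjusted p was 0.075 for the shape and 0.121 for the double genes, over ranges of 0.00664 to 0.075 and 0.00664 to 0.121 with each tooth left out (permutation tests). With GC-corrected counts it was 0.019 for the shape and 0.0683 for the double genes (permutation tests). The wider spread may therefore rest on 1 tooth in both categories, GC content is argued against as the whole cause for the shape genes, and it remains open for the double genes.

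The genes with the largest changes between E13 and E14 were Odam, which rose from 1.52 ± 2.8 to 198 ± 46.2 normalized counts (SD, n = 7 teeth, log2 fold change 6.94), Fgf3, and Gldn (6.38) on one side, and Pax3 (-5.10), Tbx18 (-4.60), and Rxfp2 (-3.56) on the other. Between E14 and E16, Sprr3 rose by 8.99, Cnfn from 0 in every E13 and E14 tooth to 199 ± 109 normalized counts, and Serpinb3a from 0 in every E14 tooth to 107 ± 86.4, while Hbb-y (-5.76), Caln1 (-4.33), and Zpld1 (-4.29) fell. Between E13 and E16 the largest rises besides Cnfn were Krt4 (9.54) and Krt13 (9.48), and the largest falls Hbb-y (-7.30), Rmst (-5.64), and Fgf8 (-5.54). Gldn, Caln1, Rmst, Rxfp2, and Tbx18 overlap other genes in the annotation. By the paper's account a little surrounding tissue stayed on each germ, and whether these changes arose in the tooth itself was not tested.

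The Y-linked genes Ddx3y, Eif2s3y, Kdm5d, and Uty summed to more counts than Xist in 5 of 7 teeth at E13, 3 at E14, and 2 at E16. In each tooth Xist had at most 921 or at least 80569 counts, and the Y-linked genes at most 7 or at least 5985. The 3 pairs of teeth from 1 embryo were alike. Sex was not used in any comparison.

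The identifier listed for Il11ra belongs to Il11ra2, while Il11ra1 had 1700 ± 159, 1571 ± 156, and 1247 ± 222 normalized counts at E13, E14, and E16 (SD, n = 7). In Table S4, the identifier listed for Ta3 belongs to 2700049A03Rik in the annotation, with 1324 ± 73.5, 1186 ± 75.7, and 1240 ± 131 normalized counts. Both were noticed after the values were seen. The salmon table does not list Eef1a1, Gapdh, and Rplp0, which had means of 76879, 8938, and 15537 HTSeq counts in the 14 shared teeth.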
